# TFAP2A orchestrates gene regulatory networks and tubular architecture in kidney outer medullary collecting ducts

**DOI:** 10.1172/jci.insight.192361

**Published:** 2025-08-28

**Authors:** Janna Leiz, Karen I. López-Cayuqueo, Shuang Cao, Louisa M.S. Gerhardt, Christian Hinze, Kai M. Schmidt-Ott

**Keywords:** Cell biology, Nephrology, Transcription

## Abstract

Mutations in the transcription factor TFAP2A are linked to congenital anomalies of the kidney and urinary tract in humans. While *Tfap2a* knockout (KO) in mouse collecting ducts leads to tubular epithelial abnormalities, its precise molecular functions in kidney tubules remain unclear. To investigate *Tfap2a*-dependent gene regulatory networks in the mouse kidney collecting ducts, we employed conditional KO (*Hoxb7-Cre; Tfap2a^fl/fl^*) models combined with transcriptomics. Histomorphological and physiological assessments of *Tfap2a*-KO mice revealed progressive postnatal dilation of the outer medullary collecting ducts. Integrating bulk and single-nucleus RNA sequencing with in silico motif mapping in ATAC-seq datasets demonstrated that *Tfap2a* is highly expressed and active in normal collecting duct principal cells. Comparative transcriptomics between 3-month-old *Tfap2a*-KO and control mice identified dysregulated genes associated with cell adhesion and WNT signaling, including *Alcam* and *Wnt9b*. These changes were confirmed by in situ hybridization. Our findings reveal that *Tfap2a* regulates medullary collecting duct diameter by orchestrating a transcriptional network involving *Wnt9b* and *Alcam*, providing insights into its role in kidney structural integrity.

## Abstract 2

Tfap2a regulates kidney collecting duct structure and function by controlling genes involved in cell adhesion and WNT signaling in mice.

## Introduction

Collecting ducts (CDs) comprise the most distal parts of renal tubules and coordinate key physiological processes, such as water homeostasis and extracellular fluid volume, electrolyte balance, blood pressure, and acid-base regulation (1, 2). During nephrogenesis, the mature CD system arises by repeated branching of the ureteric bud, a derivative of the nephric duct (3, 4). CD maturation and differentiation of its progenitor cell populations are strictly controlled by complex gene networks and crosstalk of regulatory pathways such as BMP, TGF-β, and WNT signaling (4–7). Dysregulation of these pathways during renal morphogenesis gives rise to congenital anomalies of the kidney and urinary tract (CAKUT) (8, 9). Manifestations of CAKUT comprise a large spectrum of renal anomalies and represent a frequent cause of chronic kidney disease in children and young adults (10–12).

Genetic studies in mice and humans identified a number of CAKUT-associated genes, many of them encoding transcription factors (8, 13). One of these genes encodes the transcriptional regulator TFAP2A, a member of the AP-2 transcription factor family (14, 15). This family consists of 5 members with partially overlapping functions, 2 of which, TFAP2A and TFAP2B, are expressed in the kidney (16–18). Tfap2a serves as a critical regulator of terminal distal nephron precursor differentiation in zebrafish (19), and it has been proposed as essential for the initiation of urinary tract and CD development in mice (20, 21). In humans, heterozygous missense mutations of TFAP2A lead to branchio-oculo-facial syndrome (BOFS), which is associated with renal malformations in approximately 35% of patients (22, 23). BOFS-associated malformations include renal dysplasia, renal agenesis, multicystic kidneys, and vesicoureteral reflux (14, 23).

Previous studies have indicated high expression levels of *Tfap2a* in developing and adult CDs (18, 19, 21, 24–27). Knockout of *Tfap2a* in the mouse CD causes widened epithelial tubules in the outer medulla (24). However, the detailed gene regulatory networks mediating the functions of Tfap2a in kidney epithelia and their potential roles in renal malformations are unknown. In this study, we induced CD-specific knockout of *Tfap2a* in mice and employed single-cell and bulk transcriptomics, bioinformatic integration with existing ATAC-seq datasets, in silico ChIP-seq, histomorphological phenotyping, and in situ molecular validation, to define the activity domains, target genes, and molecular functions of *Tfap2a* in the kidney.

## Results

### TFAP2A is the dominant AP-2 transcription factor in cells of the kidney’s medullary CD.

Transcription factors regulate chromatin accessibility and gene expression to determine cellular identity and differentiation (26). *Tfap2a* is a member of the AP-2 family of transcription factors. A second member of this family, *Tfap2b*, has been identified as a critical regulator of distal nephron differentiation and its absence results in progressive distal convoluted tubule (DCT) abnormalities and β-catenin/mTOR hyperactivation that is associated with renal fibrosis and cyst formation (24). To compare expression and activity domains of *Tfap2a* and *Tfap2b* in the mouse kidney, we first performed a detailed assessment of *Tfap2a* and *Tfap2b* mRNA expression, chromatin accessibility, and transcription factor activity by reanalyzing single-cell multiomic ATAC and gene expression data from adult mouse kidneys (28) and by performing RNAscope in situ hybridizations in WT C57BL/6 mouse kidneys (Figure 1, A–C). Single-cell multiomic analyses from 27,802 nuclei (Supplemental Figure 1, A–C; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.192361DS1) rendered 13 broad kidney cell types based on the expression of marker genes (Figure 1A and Supplemental Figure 1D). Gene expression data (Figure 1B) and chromatin accessibility analyses of the *Tfap2a* and *Tfap2b* genes (Figure 1C and Supplemental Figure 2) indicated that the *Tfap2a* gene was expressed and associated with open chromatin in cells from the DCT, connecting tubule (CNT), CD principal cells (CD-PCs), and CD intercalated cells (CD-ICs). In contrast, *Tfap2b* was strongly expressed and associated with open chromatin in cells from the thick ascending limb (TAL), DCT, and CNT, but less in cells from CD-PCs and CD-ICs. In situ hybridization to detect *Tfap2a* and *Tfap2b* mRNAs in WT mouse kidney sections corroborated these expression patterns and revealed that *Tfap2a* mRNA was highly expressed in cells from outer medullary collecting ducts (OMCDs) and inner medullary collecting ducts (IMCDs), whereas *Tfap2b* expression was minimal in these CD segments (Figure 1B). This indicated that *Tfap2a* is the predominant AP-2 transcription factor in kidney MCDs.

We next focused our analyses on CD-PCs by utilizing single-nucleus ATAC-seq data to identify CD-PC–specific “open” and “closed” chromatin regions. We identified 1,933 differentially accessible regions (DARs) of the genome (average log_2_[fold change] > 2, *P*_adj_ < 0.01) in CD-PCs when compared with all other kidney cell types. Among these DARs were regions associated with known CD marker genes (e.g., *Aqp2*, which encodes aquaporin-2) as well as regions associated with gene promoter and enhancer regions for *Tfap2a*, but not *Tfap2b* (Supplemental Table 1). We then used an unbiased approach (Signac) to identify enriched transcription factor motifs within these CD-PC–specific DARs, which yielded 67 enriched transcription factor motifs (*P*_adj_ < 0.05, log_2_[fold change] > 1.5). Notably, the TFAP2A(var.2) motif (MA0810.1) was among the top 20 enriched motifs when sorted by motif abundance (Figure 2A and Supplemental Table 2). In addition, chromVAR motif activity analysis indicated that AP-2 transcription factor motifs, including the TFAP2A(var.2) motif, showed a significantly increased activity within CD-PCs compared with other cell types (Supplemental Table 3). In accordance, *Tfap2a* motif activity and gene expression were high in CD-PCs and CNTs (Figure 2B and Supplemental Table 4), whereas *Tfap2b* motif activity and gene expression were high in CNTs and TALs (Figure 2C and Supplemental Table 4).

To gain deeper insights into molecular mechanisms and regulatory networks regulated by *Tfap2a*, we filtered the identified CD-PC DARs for the presence of a *Tfap2a* motif and identified the associated genes. In total, 625 open chromatin regions that associated with 546 distinct genes contained at least one *Tfap2a* motif (Supplemental Table 5). Biological processes associated with these genes included cell junction assembly, epithelial morphogenesis, kidney development, Wnt signaling, and GTPase activity (Figure 2D and Supplemental Table 6), further supporting the notion that *Tfap2a* regulates critical molecular networks in CD-PCs.

### Tfap2a is required to maintain tubule structure of renal CDs.

We selectively deleted *Tfap2a* in the CD system by breeding *Tfap2a^fl/fl^* mice, which were engineered to carry *loxP* sites flanking exons 5 and 6 of the *Tfap2a* gene, with *Hoxb7Cre^+^* mice, which selectively induce Cre-mediated recombination in CDs and lower urinary tract epithelia (Figure 3A) (29). We confirmed that the resulting *Hoxb7Cre^+^;Tfap2a^fl/fl^* mice showed excision of exon 5 and 6 in whole kidney and in kidney papilla samples (Figure 3B) as well as reduced *Tfap2a* expression in whole kidney samples (Figure 3C).

*Hoxb7Cre^+^;Tfap2a^fl/fl^* mice were found to survive beyond weaning age at rates slightly lower than the expected Mendelian prediction (42%; 175 out of 416 animals; *P* = 0.0012 by χ^2^ test). Surviving adult *Hoxb7Cre^+^;Tfap2a^fl/fl^* mice were viable and fertile, with normal body weights when compared to control littermates. Kidneys of *Hoxb7Cre^+^;Tfap2a^fl/fl^* mice appeared smaller than those of littermate controls and showed mildly reduced kidney weight/body weight ratios (Figure 3D and Supplemental Figure 3).

Three-month-old *Hoxb7Cre^+^;Tfap2a^fl/fl^* mice exhibited no signs of reduced kidney function according to serum urea (Figure 3E) and serum creatinine levels (Figure 3F). Blood acid base analyses, urinary electrolyte concentrations, urinary osmolality, total daily urinary excretion, drinking volume, and body weights showed no differences between 3-month-old *Hoxb7Cre^+^;Tfap2a^fl/fl^* mice and control littermates (Supplemental Tables 7–9). When challenged with 24-hour water deprivation, *Hoxb7Cre^+^;Tfap2a^fl/fl^* mice displayed an ability to concentrate urine similar to littermate controls, indicating that *Tfap2a* expression is not responsible for renal osmoregulation.

We next examined the morphology of kidneys at different ages. In newborn mice, overall renal morphology was intact, but in adult animals a tubular dilation of MCDs was observed (Figure 4A). Measurements of cross-sectional areas, representing the total CD lumen, and of tubular diameters indicated a progressive tubular dilation (Figure 4, B and C, and Supplemental Figure 4). In aged animals (1 year old), some dilated tubules showed flattened epithelia (Figure 4D). These findings were consistent with the previously reported phenotype of *Aqp2Cre^+^Tfap2a^fl/fl^* mice (24).

### Tfap2a is not required to establish CD cell type abundances.

To understand the molecular basis of the abnormalities of CD architecture observed in *Tfap2a* deficiency, we performed single-cell-resolved transcriptome analyses in *Hoxb7Cre^+^;Tfap2a^fl/fl^* and littermate control mice. We obtained kidneys from 3-month-old *Hoxb7Cre^+^;Tfap2a^fl/fl^* and littermate control mice and processed them for single-nucleus RNA-seq (snRNA-seq) according to our established protocol (30). 

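Single-nucleus RNA-seq counts the RNA molecules of single cell nuclei in droplets, each molecule marked by a UMI so that copies made by PCR are counted once. Medullary tissue of 4 male mice was used, 2 Cre-negative controls and 2 *Hoxb7Cre+;Tfap2a fl/fl* mice, each giving 1 library. *Hoxb7Cre* is active in the ureteric lineage, which forms the collecting duct. The authors made the deposited files with Cell Ranger and the mouse genome mm10, and they hold raw UMI counts for 31053 genes in every barcode, without a filter on cells. The libraries held 42138345 and 24998797 UMIs in control mice 1 and 2, and 44964099 and 22179410 UMIs in knockout mice 1 and 2. From there, the 10000 barcodes with most UMIs per library were kept, and then those with over 500 and under 4000 genes and under 5% mitochondrial UMIs. The nuclei were integrated and clustered with Seurat, and clusters were named from marker genes listed before the data were examined. Because nuclei of 1 mouse are not independent, UMIs were summed per mouse and class and tested with edgeR's quasi-likelihood test, where the study pooled the nuclei of each genotype. With 2 mice against 2, an exact permutation test of a single value cannot give a p below 0.33.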

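The targeted gene was looked at before the others. *Tfap2a*, listed as ENSMUSG00000021359, lies on chromosome 13 of mm10 from 40713802 to 40738238. Over all nuclei of collecting duct principal cells (CD-PCs) it had 81 and 186 UMIs in the control mice and 67 and 80 UMIs in the knockout mice. In CPM of the class these were 56.0 and 94.5 against 60.5 and 105, a log2 fold change of 0.11, not larger than the spread between mice. The libraries were counted from the 3' end, so transcripts that lack the floxed exons can still give UMIs, and these counts do not check the genotype labels.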

We chose this time point for analysis, as tubular dilation became evident at this stage but was not yet severe. 

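After these filters 27341 nuclei remained, 7737 and 5430 from the control mice and 7997 and 6177 from the knockout mice. A nucleus had a median of 2628 UMIs from 1577 genes, and 0.966% of its UMIs were mitochondrial. With each mouse left out in turn, the median number of UMIs lay between 2571 and 2676. Between 48.2% and 84.2% of a library's UMIs lay in the nuclei kept.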

We obtained transcriptomes from more than 25,000 nuclei with a median of 2,628 unique molecular identifiers (UMIs), 1,577 genes, and 0.97% mitochondrial reads per nucleus (Supplemental Figure 5, A and B, and Supplemental Table 10). 

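Over the nuclei of each genotype, the median was 2607 UMIs and 1561 genes in control mice and 2643 UMIs and 1593 genes in knockout mice. The median percentage of mitochondrial UMIs was 1.25% in control mice and 0.777% in knockout mice. The mice of each genotype differed from each other by more than this in mitochondrial percentage, with 1.66% and 0.671% in the control mice and 1.05% and 0.416% in the knockout mice.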

There were no overt differences in median UMI, gene, or mitochondrial RNA count between *Hoxb7Cre^+^;Tfap2a^fl/fl^* and control mice (Supplemental Figure 5, C–E, and Supplemental Table 10). Clusters were summarized as 12 broad cell types representing a total of 26,105 nuclei (Figure 5A). 

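Clustering of the 27341 nuclei at a resolution of 0.5 gave 27 clusters. Clusters that went into no class held 5.997% and 4.38% of the nuclei in the control mice and 9.28% and 3.27% in the knockout mice. Most of this difference lay in 1 damaged cluster with few UMIs and a high mitochondrial percentage, which held 3.22% and 0.442% of nuclei in the control mice and 7.08% and 0.324% in the knockout mice. Clusters with markers of several classes held between 1.86% and 2.40% of the nuclei of a mouse, and 2 clusters without a name held between 0.275% and 2.08%. The limits that set damaged and mixed clusters aside were chosen after the clusters were seen.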

Broad cell types included known renal epithelial cell types as well as immune, interstitial, and endothelial cells (Figure 5B). 

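A cluster took the name of the class with the largest share of its listed markers, and needed at least 3 of them. A marker counted when at least 5% of the cluster's nuclei had a UMI of it and its CPM, with 10 CPM added, was at least 2-fold above the median of the clusters. A cluster stayed without a name if cell division genes, or more markers of another class, were among its 10 leading genes; these limits were set after the clusters were seen. The clusters named proximal tubule had between 4 and 8 of the 9 markers of that class, and the cluster of connecting tubule had 6 of 6. The CD-PC clusters, with 747 and 728 nuclei, had 9 and 6 of 9 CD-PC markers.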

All cell types were assigned based on expression of known marker genes (Figure 5C). In *Hoxb7Cre^+^;Tfap2a^fl/fl^* mice, tubular dilation was observed in OMCDs but not CCDs. Therefore, we further subclustered CD-PCs to refine downstream analyses to the specific cortico-medullary segment, revealing 5 discrete CD-PC populations representing CCDs, OMCDs, and 3 subtypes of IMCD (subtypes 1–3) (Figure 5D), all of which were confirmed by marker gene expression (Figure 5E). 

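The 1475 CD-PC nuclei were clustered again with 5 neighbors and a resolution of 0.2. Of the 8 subclusters, 5 were kept. Both subclusters with few UMIs and a high mitochondrial percentage, and 1 that also had 8 proximal tubule markers, were set aside. Of the former, the subcluster of 93 nuclei had 6 thick ascending limb markers, with *Umod*, *Slc12a1* and *Egf* among its leading genes and *Aqp2* at 78.3 CPM. These nuclei are thus not clearly principal cells. They were 29 and 5 nuclei of the control mice and 52 and 7 of the knockout mice. The 3 subclusters with 344, 333 and 12 nuclei had 7 of 8 IMCD markers and were summed as IMCD. A subcluster of 230 nuclei had 5 CCD markers, 5 IMCD markers and 4 OMCD markers, with the highest *Scnn1b*, at 772 CPM, and was named CCD. A subcluster of 319 nuclei had the highest *Aqp3* of those kept, at 1784 CPM, with *Scnn1b* in 78.1% of its nuclei. It was taken as the counterpart of the study's OMCDs from the dot plot of Figure 5E, but only 2 of the 6 OMCD markers listed beforehand were found in it, beside 5 CCD and 5 IMCD markers. It is therefore called the Aqp3-high subcluster here. It held 61 and 128 nuclei of the control mice and 89 and 41 of the knockout mice, and 693447 UMIs in control against 440902 UMIs in knockout nuclei.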

Overall cell type abundances of broad and subclustered cell types were similar between *Hoxb7Cre^+^;Tfap2a^fl/fl^* and control mice (Figure 5, F and G, and Supplemental Table 10), suggesting that *Tfap2a* does not control nephron and CD segmentation or distribution of distinct PC populations in the kidney. In addition, we stained kidney sections of *Hoxb7Cre^+^;Tfap2a^fl/fl^* and control mice for the PC marker AQP2 and the IC marker V-ATPase. 

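The share of each class was tested over mice with edgeR's quasi-likelihood test on nuclei per class, with Benjamini-Hochberg adjustment over 12 classes. CD-PCs were 5.00% and 9.61% of nuclei in the control mice and 4.36% and 3.51% in the knockout mice, a log2 fold change of -0.89 (standard error 0.38, adjusted p = 0.0872). These shares count all 1475 nuclei of the class, with those of the subclusters set aside, some of which carry thick ascending limb markers. The nuclei of the subclusters kept were 4.15% and 8.67% in the control mice and 3.13% and 3.17% in the knockout mice. Both knockout mice lay below both control mice, which 2 mice against 2 show by chance in 1 of 3 splits. Without control mouse 2 the log2 fold change was -0.34, so that this mouse alone moved it most, and among nuclei outside the proximal tubule it was -0.55 (adjusted p over all alternatives from 0.0468 to 0.384). Deep medullary epithelium of the pelvis was the only class with an adjusted p under 0.05, with a log2 fold change of -1.47 (adjusted p = 0.0289) and shares of 0.814% and 1.68% against 0.388% and 0.502%. This call was lost without integration, with under 1% mitochondrial UMIs, without proximal tubule nuclei and with TMM. Thin limb, CD-PCs and interstitial cells had an unadjusted p under 0.05 only. With the replicate number as a block, these classes and deep medullary epithelium all had an adjusted p under 0.05. Among the 5 subclusters of CD-PCs, none had an adjusted or unadjusted p under 0.05. From similar abundances, the paper proposes that *Tfap2a* does not control segmentation of the nephron and collecting duct or the distribution of principal cells.

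**Figure D1:**
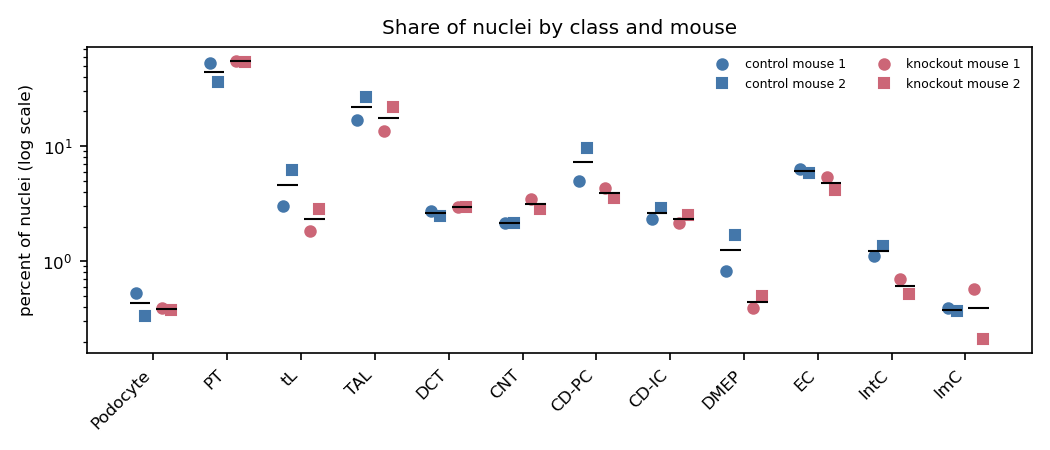
Percent of nuclei in each broad class (log axis), 1 point per mouse, control mice in blue and knockout mice in red, with a black line at the mean of the 2 mice of a genotype. The CD-PC points of the knockout mice, at 4.36% and 3.51%, lie below those of the control mice, at 5.00% and 9.61%.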

We found no differences in PC and IC abundance between *Hoxb7Cre^+^;Tfap2a^fl/fl^* and control mice (Figure 5H and Supplemental Table 10).

### Tfap2a controls signaling pathways involved in tubule formation and diameter maintenance.

To understand molecular pathways relevant to the phenotype observed in *Hoxb7Cre^+^;Tfap2a^fl/fl^* mice, we performed differential gene expression analysis in *Tfap2a*-deficient versus control OMCD cells based on snRNA-seq data. 

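In the Aqp3-high subcluster *Tfap2a* had 25 and 67 UMIs in the control mice and 28 and 18 UMIs in the knockout mice, a log2 fold change of -0.29 (standard error 0.33, adjusted p = 0.998 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without knockout mouse 1 the log2 fold change was 0.07, and over the CD-PC nuclei of the 5 subclusters kept it was 0.15, so its sign depended on the nuclei used. *Tfap2b*, on chromosome 1 from 19208908 to 19238845, was higher in both knockout mice, with a log2 fold change of 0.67 (adjusted p = 0.998 from the same test). In simulated counts of this subcluster with 200 changed genes, the same test recovered 58% of them and 81.8% of those changed at least 4-fold. It made 2 false calls among 9737 genes. The share recovered was thus smaller below 4-fold. No change under a log2 of 1 was simulated, so it is not known how often changes as small as those of *Tfap2a* and *Tfap2b* would be found.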

In total, 241 genes displayed decreased and 260 genes increased expression in *Tfap2a*-deficient compared with control conditions (*P* < 0.05, log_2_[fold change] ≥ 1.3; Figure 6A and Supplemental Table 11). 

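Of 10109 genes with at least 10 UMIs over the 4 mice, 5 were lower and 3 higher in the Aqp3-high subcluster of the knockout mice at an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), all of them in the same direction in each of the 4 pairs of a knockout and a control mouse. At the study's thresholds, read as an unadjusted p under 0.05 and a fold change of 1.3, 238 genes were lower and 203 higher. The note of Supplemental Table 11 gives 1.3 as a fold change and the paper's text as a log2 fold change, under which 121 genes were lower and 92 higher. The choice that moved these counts most was DESeq2 in place of edgeR, with 34 lower and 51 higher genes. A Wilcoxon test over pooled nuclei, the study's method, gave 187 lower and 212 higher genes. Of these, 108 and 117 had an unadjusted p under 0.05 on the sums per mouse, and 5 and 3 an adjusted p under 0.05.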

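The lower genes were *Slc12a1* (log2 fold change -3.84, standard error 0.48, adjusted p = 0.00192), *Egf* (-3.77, adjusted p = 0.00474), *Ranbp3l* (-2.33, adjusted p = 0.00474), *Abca13* (-4.81, adjusted p = 0.0404) and *Mgll* (-1.73, adjusted p = 0.0464), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The higher genes were *Stc1* (2.46, adjusted p = 0.0076), *Calb1* (2.03, adjusted p = 0.0076) and *Slc8a1* (1.54, adjusted p = 0.0401) by the same test. Few nuclei carried most UMIs of some of them: the 5 nuclei per library with most UMIs held 409 of 455 UMIs of *Slc12a1*, 258 of 307 UMIs of *Egf* and 44 of 48 UMIs of *Abca13* in the control mice, against 124 of 492 UMIs of *Ranbp3l*. Nuclei called doublets were 3 and 4 in the control mice and 0 and 0 in the knockout mice. Without them, only *Ranbp3l*, *Calb1* and *Stc1* kept an adjusted p under 0.05, and over the CD-PC nuclei of the subclusters kept none of the 8 genes did. *Ranbp3l* was also lower in each of the 11 broad classes in which it was tested, with an unadjusted p under 0.05 in 8 of them, most of them outside the collecting duct. *Slc12a1* and *Egf* are markers of the thick ascending limb, and *Calb1* and *Slc8a1* of the connecting tubule.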

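Supplemental Table 5 lists 546 genes near open regions of CD-PCs with an AP-2 motif, chosen by the study in another data set, and 339 of them were tested in the Aqp3-high subcluster. Of these, 204 were lower and 135 higher in the knockout mice, with a median log2 fold change of -0.09 against -0.01 over all genes. The set test camera gave an adjusted p of 0.0765 over 7 classes, and fry, which estimates the correlation between genes, gave 0.496. Camera gave an adjusted p of 0.0361 in proximal tubule and in thick ascending limb, and neither held under fry or with the estimated correlation. Counted singly, 4 genes of the list had an adjusted p under 0.05 adjusted over the list alone and 1 over all genes tested.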

Gene ontology analysis revealed that genes downregulated in *Tfap2a*-deficient OMCD cells were strongly associated with the same biological processes identified as likely *Tfap2a* target pathways in our initial analysis. Enriched biological processes included Wnt signaling, cell adhesion, and kidney development (Figure 6B and Supplemental Table 12). 

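All 18 genes that Supplemental Table 12 lists for the Wnt signaling pathway were lower in the Aqp3-high subcluster of the knockout mice, with a median log2 fold change of -0.57, and 7 of them had an unadjusted p under 0.05. All 12 genes listed for regulation of cell-substrate adhesion were lower as well, with a median of -0.47, and 3 had an unadjusted p under 0.05. Both lists were chosen by the study on these same mice, so these counts are not independent evidence. In thick ascending limb, where *Hoxb7Cre* is not active, 13 of the 18 Wnt genes and 12 of the 12 adhesion genes were also lower, with medians of -0.29 and -0.40. In thin limb 16 of 17 and 10 of 12 were lower, with medians of -0.21 and -0.20. In proximal tubule 14 of 18 and 10 of 12 were, with medians of -0.16 and -0.18. Podocytes had 9 of 17 and 6 of 9 lower, with medians of -0.07 and -0.15. Endothelial, interstitial and immune cells were uneven in this. In endothelial cells 12 of 17 and 7 of 12 were lower, with medians of -0.09 and -0.13. In interstitial cells 13 of 16 and 6 of 11 were, with medians of -0.24 and -0.01. In immune cells 6 of 9 and 3 of 6 were, with medians of -0.61 and 0.12.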

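In the nuclei of the 3 IMCD subclusters summed per mouse, 1 of 12101 genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 112 lower and 106 higher genes had an unadjusted p under 0.05. The gene was *Slc12a3*, a marker of the distal convoluted tubule, which was higher in the knockout mice with a log2 fold change of 3.42 (adjusted p = 0.0128), with 11 and 10 UMIs in the control mice and 52 and 57 UMIs in the knockout mice. Of the knockout UMIs, 105 of 109 came from the 5 nuclei per library with most of them. Without called doublets its adjusted p was 0.9998, where over the other 8 alternatives it lay between 5.24e-19 and 0.0297. The number of genes with an adjusted p under 0.05 in both the Aqp3-high subcluster and IMCD was 0; at an unadjusted p under 0.05, 23 genes changed the same way in both, which come from the same mice. In simulated counts of IMCD the test recovered 59% of 200 changed genes, and 10 of its 128 calls were false, a larger share than the adjusted p of 0.05 allows for.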

A number of differentially expressed genes, partially overlapping with those deregulated in OMCDs, was also found in IMCD1, IMCD2, and IMCD3, when comparing *Tfap2a*-deficient versus control mice (Supplemental Table 11). Nevertheless, we decided to focus our analysis on OMCDs in further downstream analyses.

Using Signac, we performed motif enrichment analysis on the multiomic dataset. Open chromatin regions associated with genes with decreased expression in *Tfap2a*-deficient OMCDs revealed an overrepresentation of *Tfap2a* and other AP-2 family member motifs (Supplemental Figure 6A). In contrast, upregulated genes showed no such enrichment (Supplemental Figure 6B). Overall, this is consistent with Tfap2a acting as a transcriptional activator rather than a repressor.

We performed an in silico ChIP-seq experiment on the multiomic dataset by filtering for open chromatin regions associated with the 241 genes with decreased expression in *Tfap2a*-deficient OMCDs and the presence of at least one *Tfap2a* motif in the respective DNA sequence. This approach resulted in 218 individual genes associated with 1,386 peaks, representing potential primary target genes of Tfap2a (Supplemental Table 13).

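All 218 genes of Supplemental Table 13 were tested in the Aqp3-high subcluster, and 217 of them were lower in the knockout mice, with a median log2 fold change of -0.67; 86 had an unadjusted p under 0.05 by edgeR's quasi-likelihood test. The study chose these genes from the same 4 mice, so the direction is not independent evidence. In other classes the median was -0.07 in IMCD, -0.09 in proximal tubule, -0.22 in thin limb, -0.18 in thick ascending limb and -0.16 in endothelial cells, with 140 of 217, 145 of 218, 167 of 214, 158 of 215 and 138 of 206 genes lower; in podocytes and immune cells it was 0.02 in each, with 77 of 157 and 59 of 122 genes lower. It was -0.45 in CCD and -0.25 over all CD-PCs, with 187 of 214 and 197 of 218 genes lower.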

In addition to snRNA-seq, we performed bulk RNA-seq on whole kidney samples dissected from 10- to 12-week-old *Hoxb7Cre^+^;Tfap2a^fl/fl^* and control mice. In total, 360 genes were deregulated in *Tfap2a*-deficient compared with control kidneys (*P* < 0.05, log_2_[fold change] ≥ 1.3; Supplemental Table 14). Again, enriched pathways were associated with Wnt signaling and renal development (Supplemental Table 15). Highly enriched biological processes commonly identified for downregulated genes in snRNA-seq and bulk RNA-seq datasets could be summarized as 5 overarching groups: adhesion, epithelial and tube morphogenesis, tissue migration, kidney development, and Wnt signaling; further emphasizing an essential regulatory role for *Tfap2a* in these processes.

### Tfap2a deletion leads to Wnt9b and Alcam downregulation.

Apical-basal polarity and WNT/planar cell polarity are both essential for tubulogenesis and epithelial differentiation (31–33). Two genes associated with cell adhesion and Wnt signaling were deregulated in *Tfap2a*-deficient mice: Alcam (34, 35), a member of the neuronal immunoglobulin-like domain superfamily of cell-adhesion molecules, and Wnt9b, encoding a Wnt signaling factor.

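Whether the change of *Wnt9b* and *Alcam* differed between the Aqp3-high subcluster and IMCD was tested directly, as a difference of the log2 fold changes. For *Wnt9b* the difference was -1.54 (standard error 0.46), with an adjusted p of 1 over 9838 genes and of 0.011 over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the list being *Tfap2a*, *Tfap2b*, *Wnt9b* and *Alcam*. In IMCD the log2 fold change of *Wnt9b* was 0.49 (adjusted p = 0.9998 from edgeR's quasi-likelihood test). For *Alcam* the difference was -0.49 (standard error 0.49), not larger than the spread between mice.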

Alcam is involved in lupus nephritis by activating T cells (36) and is crucial for proper nephrogenesis (37). During embryonic kidney development in *Xenopus laevis*, Alcam is regulated by a β-catenin–independent Wnt signaling pathway, specifically the Wnt/JNK/Alcam branch (37). Wnt9b acts via the planar cell polarity (PCP) pathway and its inactivation in mice results in CD cyst formation (38).

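In the 2 control mice, *Tfap2a* had a mean of 134 CPM in connecting tubule, 114 CPM in distal convoluted tubule, 81.1 CPM in CD-PCs, 75.9 CPM in intercalated cells and 32.1 CPM in deep medullary epithelium of the pelvis. It had 8.05 CPM in thick ascending limb, 2.84 CPM in endothelial cells and 0.239 CPM in proximal tubule. The log2 ratio of the level in CD-PCs to the mean CPM of the other classes was 1.27, and connecting tubule and distal convoluted tubule lay above CD-PCs. The test contrasts CD-PCs with the mean of the fitted log2 levels of the other classes, which classes with 0 UMIs lower, and gave 4.55 (standard error 0.34, adjusted p = 5.8e-39 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 18584 genes), with the mouse as a term. Class sums of 1 mouse are not independent samples, so these p-values are too small.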

We examined *Alcam* and *Wnt9b* mRNA expression and its overlap with *Tfap2a* mRNA expression in our snRNA-seq dataset. *Alcam* mRNA was highly abundant in the CD (in both PCs and ICs) and detectable in additional cell types, while *Wnt9b* mRNA expression was specific to CD-PCs (Figure 7A). 

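*Wnt9b* lies on chromosome 11 of mm10 from 103727362 to 103775272. It had 86.4 and 130 CPM in CD-PCs of the control mice and a mean of at most 6.19 CPM in any other class, a log2 ratio of 6.18 to the mean CPM of the other classes; the contrast of fitted log2 levels was 7.60 (adjusted p = 1.85e-97 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Alcam*, on chromosome 16 from 52248996 to 52453081, had a mean of 1640 CPM in intercalated cells and 350 CPM in CD-PCs, and also 1113 CPM in deep medullary epithelium, 1084 CPM in podocytes and 559 CPM in immune cells. The mean CPM of CD-PCs and intercalated cells had a log2 ratio of 1.53 to that of the other classes; the contrast of fitted log2 levels was 2.58 (adjusted p = 9.56e-103 from the same test). Sums of several classes of a mouse are not independent samples. With each nucleus thinned to 1500 UMIs, and nuclei with fewer UMIs left out, the percentage of nuclei with a UMI was averaged over mice and classes, each class with equal weight. It was 13.7% in CD-PCs for *Wnt9b* against a mean of 0.239% over the other classes, and for *Alcam* a mean of 56.3% over CD-PCs and intercalated cells against 27.1% over the other 10 classes. Without thinning, over all nuclei, these were 28.4% against 0.465%, and 67.7% against 31.6%.

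**Figure D2:**
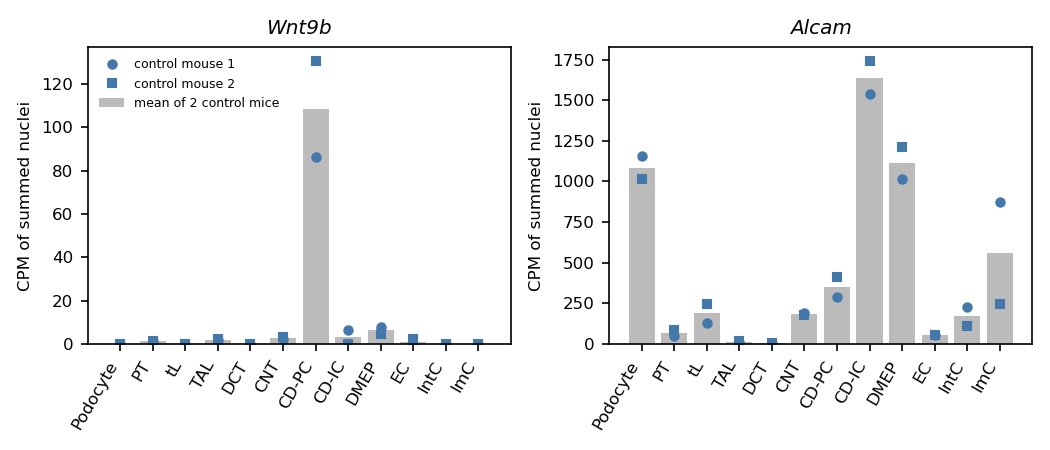
CPM of *Wnt9b* (left) and *Alcam* (right) in the summed nuclei of each broad class of the 2 control mice, with points for mice and bars for their mean. *Wnt9b* is at 108 CPM in CD-PCs, and *Alcam* is highest in intercalated cells, at 1640 CPM.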

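In the Aqp3-high subcluster *Wnt9b* had 22 and 49 UMIs in the control mice and 13 and 7 UMIs in the knockout mice. Normalized for library size these were 105 ± 0.379 CPM (SD, n = 2) and 48.2 ± 7.76 CPM, a log2 fold change of -1.17 (standard error 0.38, adjusted p = 0.818, unadjusted p under 0.05, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each mouse left out in turn it lay between -1.3 and -0.97. *Alcam* had 29 and 38 UMIs against 24 and 7 UMIs, 110 ± 40.6 CPM (SD, n = 2) and 66.2 ± 17.8 CPM, a log2 fold change of -0.57 (standard error 0.39, adjusted p = 0.998 from the same test), which was not larger than the spread between mice. Both genes were lower in each of the 4 pairs of a knockout and a control mouse. Over the CD-PC nuclei of the subclusters kept, the log2 fold change of *Wnt9b* was 0.22 (adjusted p = 0.9999, and from 0.281 to that value over its alternatives), so its direction depended on the nuclei used.

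**Figure D3:**
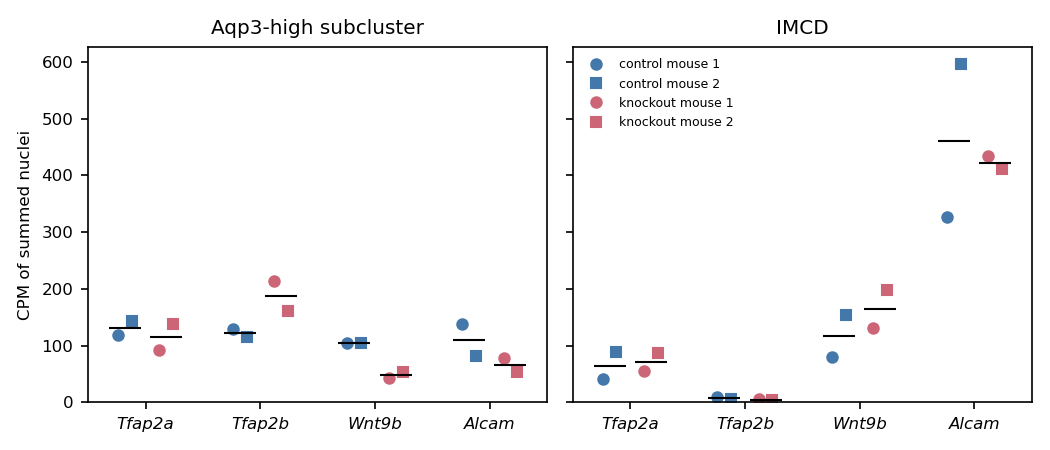
CPM of *Tfap2a*, *Tfap2b*, *Wnt9b* and *Alcam* in the summed nuclei of the Aqp3-high subcluster (left) and IMCD (right), 1 point per mouse, control mice in blue and knockout mice in red, with a black line at the mean. In the Aqp3-high subcluster *Wnt9b* is at 105 and 105 CPM in the control mice and at 42.7 and 53.6 CPM in the knockout mice.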

*Alcam* and *Wnt9b* mRNA expression was reduced in OMCD-PCs of *Hoxb7Cre^+^;Tfap2a^fl/fl^* mice compared with control mice (Figure 7, B and C). RNAscope in situ hybridizations validated reduced *Wnt9b* and *Alcam* mRNA expression in OMCDs of *Tfap2a*-deficient mice (Figure 7, D–G).

## Discussion

Our study indicates that *Tfap2a* is a critical factor that regulates and maintains the postnatal development and epithelial architecture of renal CDs and does so by regulating genes involved in epithelial cell differentiation, including WNT regulators and cell adhesion molecules. *Tfap2a*-deficient CDs displayed progressive postnatal tubular dilation that was accompanied by dysregulation of genes associated with Wnt signaling pathways. β-Catenin–dependent and –independent Wnt pathways are important for kidney development. Wnt signaling is known to be required for proper nephrogenesis and is downregulated in postnatal kidneys, but an ongoing, lower expression of Wnt components in adult kidneys suggests that Wnt activity is relevant even after nephrogenesis has ceased (39–41). A number of studies has demonstrated consequences of Wnt deregulation and its role in CAKUT, cystogenesis, and chronic kidney disease (42).

One of the target genes of *Tfap2a* we identified is *Wnt9b*, a well-characterized WNT that activates both canonical and non-canonical signaling pathways (38). Previous studies indicated that *Wnt9b* maintains tubular diameters in postnatal kidneys via the non-canonical PCP pathway. Knockout of *Wnt9b* results in progressive tubule dilation and cyst formation (38), partly resembling the *Tfap2a* phenotype described herein. In fact, a recent study, utilizing RNA-, ATAC-, and H3K4me3 ChIP-seq, identified *Wnt9b* as a likely Tfap2a target gene in the craniofacial ectoderm (43). Development of the craniofacial ectoderm is highly dependent on Tfap2a and a craniofacial component has been described in BOFS (14, 44, 45). PCP describes the harmonized orientation of cells in a tissue plane and coordinates convergent extension and oriented cell division during tubule formation (46–49). Oriented cell division is only established around birth and thus might explain overall intact renal morphology in newborn mice and the postnatal onset phenotype observed in our model (47). However, cell division rates significantly decrease in adult animals and in a model of polycystic kidney disease, misorientation has even been found to follow tubular dilation (50). Therefore, defects in oriented cell division cannot fully explain the advancing tubular dilation observed in aged (1 year old) *Hoxb7Cre^+^;Tfap2a^fl/fl^* mice and other mechanisms are likely to contribute.

We also found altered expression of cell adhesion machinery components in *Tfap2a*-deficient CDs based on transcriptomic signatures. It is well established that PCP interacts with cell adhesion signaling (51). Thus, loss of proper PCP in *Hoxb7Cre^+^;Tfap2a^fl/fl^* might result in reduced cell adhesion leading to dilated tubules. 

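Over all nuclei of CD-PCs, 9 of the 12 genes listed for regulation of cell-substrate adhesion in Supplemental Table 12 were lower in the knockout mice, with a median log2 fold change of -0.17 and 0 genes at an unadjusted p under 0.05. In the CCD subcluster 11 of 12 were lower, with a median of -0.51, and in IMCD 5 of 12, with a median of 0.02. The study chose the list on these mice.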

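Over 12 other ways of processing the nuclei, the log2 fold change of *Alcam* in the Aqp3-high subcluster, or in the nuclei used in its place, was negative each time, from -1.01 to -0.25, with an adjusted p of at least 0.779 by edgeR's quasi-likelihood test or DESeq2. Leaving out 1 mouse at a time gave values from -1.07 to -0.29.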

We found the cell-adhesion molecule *Alcam* consistently downregulated in our datasets. Previous findings suggested Alcam to be involved in adherens junction formation (52, 53). In *Xenopus laevis*, Alcam is required for embryonic kidney development (37) and is a direct target gene of β-catenin–independent Wnt signaling. In humans, *ALCAM* was found to be involved in capillary tube formation (54).

Overall, our study suggests that *Tfap2a* controls a transcriptional circuitry that includes *Wnt9b* and *Alcam* as potential mediators of tubular architecture and lumen size regulation. Given the complex nature of Wnt/PCP signaling and its crosstalk with other pathways and cell components, the exact mechanisms of tubule dilation in *Tfap2a*-deficient CDs will require further evaluation. Different factors might contribute to lumen expansion in *Tfap2a*-deficient CDs. In addition to defective PCP and oriented cell division, cytoskeletal rearrangements and altered cell adhesion in *Tfap2a* deficiency might promote altered tubular architecture with consequential aberrant tubular flow, mediating a feedback loop reinforcing progressive CD dilation over time.

In sum, our study provides molecular and cellular insights into functions of *Tfap2a* in CD epithelia and uncovers molecular circuitry relevant for congenital kidney diseases. However, several limitations must be acknowledged. First, our motif enrichment analysis does not allow discrimination between TFAP2A- and TFAP2B-specific binding due to their nearly identical DNA binding motifs. Paralog-specific regulatory activity would require additional experiments such as ChIP-seq or CUT&RUN using paralog-specific antibodies or tagged alleles. Second, although our data indicate a prominent role for TFAP2A in the OMCD, we cannot exclude functional redundancy with TFAP2B — particularly in regions like the cortical CD where they are coexpressed — which may explain the relatively mild phenotype observed in the *Tfap2a* conditional knockout. Moreover, our analysis of open chromatin regions extended beyond promoter-proximal sites to include distal regulatory elements, which introduces interpretive complexity when assigning regulatory function. While multimodal integration improved the specificity of these associations, further mechanistic studies are required to validate direct gene regulatory interactions. Finally, our study lacks definitive mechanistic confirmation of TFAP2A-driven regulation of Wnt9b and Alcam, which should be addressed in future work using gene-specific perturbation and chromatin binding assays.

## Methods

### Sex as a biological variable.

Male and female animals were used in the experiments.

### Animals.

Kidneys were obtained from 8- to 12-week-old C57BL/6N male mice (Charles River, Germany) to determine the mRNA expression domains of *Tfap2a* and *Tfap2b*.

CD *Tfap2a*-knockout mice were generated by crossing mice with homozygous floxed *Tfap2a* alleles (*Tfap2a^fl/fl^*; The Jackson Laboratory, 023406) (55) and mice carrying a homeobox B7–driven Cre recombinase (*Hoxb7Cre^+^*) (29) gifted from Carlton Bates (Children’s Hospital of Pittsburgh). Resulting *Hoxb7Cre^+^;Tfap2a^fl/WT^* animals were again bred with *Tfap2a^fl/fl^* mice. To generate experimental animals, the resultant *Hoxb7Cre^+^;Tfap2a^fl/fl^* were bred with *Hoxb7Cre^–^;Tfap2a^fl/fl^* animals. Cre-negative littermates were used as controls in experiments. Animals were maintained on a 12-hour light/dark cycle and had ad libitum access to food and water.

### RNA extraction.

Total RNA was extracted from whole kidney samples using the RNeasy Mini Kit (Qiagen, 74104). For microdissected papillary samples, the RNeasy Micro Kit (Qiagen, 74004) was used.

For kidney tissue disruption, frozen samples were transferred to ceramic bead–filled tubes (Bertin Technologies, KT03961-1-102.BK) containing QIAazol lysis reagent (Qiagen, 79306) and homogenized using a Precellys 24 tissue homogenizer (Bertin Technologies).

### Bulk RNA-seq.

For bulk RNA-seq, total RNA was extracted and library construction and sequencing was performed by Novogene. Libraries were sequenced on Illumina NovaSeq 6000 flow cells (paired-end, 150 bp).

Provided FASTQ files were aligned using STAR and the mm9 genome, reads were counted using featureCounts with -p -t exon -O -g gene_id -s 0 (56). Sequencing quality was assessed using FASTQC (57).

### cDNA synthesis.

RNA concentration and integrity were evaluated with a NanoDrop Spectrophotometer (Thermo Fisher Scientific) and 2100 Bioanalyzer Instrument (Agilent Technologies).

For cDNA synthesis, the RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific, K1622) was used with 500 ng of total RNA according to the manufacturer’s instructions.

### Quantification of Tfap2a knockdown.

Real-time quantitative PCR (qPCR) was performed using 1 μL of synthesized cDNA and the FastStart Universal SYBR Green Master (ROX) according to the manufacturer’s instructions (Roche, 4913914001). Primer sequences used were qPCR_Tfap2a_forw (CCTAGCCAGGGACTTTGGGTA) and qPCR_Tfap2a_rev2 (CATGGGAGATGAGGTTGAAGT).

The forward primer targets a sequence transcribed from exon 6. This exon is missing in TFAP2A-deficient CDs of knockout animals. Relative expression levels of target mRNA were normalized to β-actin (*Actb*) mRNA expression and calculated using 2^–ΔΔCt^ (58).

### Knockout validation.

cDNA from control and *Hoxb7Cre^+^;Tfap2a^fl/fl^* mice was used with the Phire Animal Tissue Direct PCR Kit. Primer sequences used were Tfap2a_4_forw (GTCACGGTGGCGGAAGTACA) and Tfap2a_7_rev (ATAGGATTGGGCCGCGAGTT).

Excision of exon 5 and 6 was demonstrated by a smaller PCR product.

### Sample collection.

*Hoxb7Cre^+^;Tfap2a^fl/fl^* mice and control littermates were sacrificed as newborn (P0–P2) or as adult animals of 3, 6, or over 12 months old. Body weight was determined, and immediately following, blood samples were collected from the heart and mixed with heparin (1 mg/mL) to avoid blood clots. The plasma was collected and kept at –80°C for further analysis.

Kidneys were harvested, washed in ice-cold PBS, and weighed. For staining procedures, the tissue was fixed in 4% paraformaldehyde and embedded in paraffin following standard protocols; for RNA isolation, whole kidneys were immediately placed in liquid nitrogen and kept at –80°C for further analysis.

### Metabolic cages.

For urine collection, 10-week-old *Hoxb7Cre^+^;Tfap2a^fl/fl^* and control mice were kept in metabolic cages for 24 hours under (i) baseline (water ad libitum) or (ii) thirsting conditions. Body weight was determined before and after the experiment. In baseline experiments, drinking volume (normalized to body weight) was measured over 24 hours. The collected urine was analyzed regarding the volume (urinary excretion over 24 hours, normalized to body weight) and its osmolality using a Single-Sample Freezing Point Osmometer (Gonotec).

### Blood gas and electrolyte analysis.

For blood gas analysis, 2- to 3-month-old *Hoxb7Cre^+^;Tfap2a^fl/fl^* and control mice were sacrificed and whole blood samples were collected in heparinized petri dishes. The blood was immediately analyzed using the iStat handheld blood analyser (Abbott) and iStat CG8+ cartridges (Abbott, 03P88-25).

Urine and blood plasma samples of 10-week-old *Hoxb7Cre^+^;Tfap2a^fl/fl^* and control mice were analyzed regarding their electrolyte concentrations. Measurements were performed by the Preclinical Research Center (PRC) of the Max Delbrück Center for Molecular Medicine (MDC).

### Immunohistochemistry and immunofluorescence.

Paraffin-embedded kidney sections (4 μm) were dewaxed and hydrated. For antigen retrieval, slides were submerged in 10 mM citrate buffer and boiled for 20 minutes before cooling down at room temperature. Endogenous peroxidase activity was blocked for 10 minutes with 3% hydrogen peroxide in immunohistochemistry assays. Samples were blocked with PBS containing 1% BSA and 0.5% Triton X-100 (blocking solution) for 1 hour at room temperature. The primary antibodies against AQP2 (Santa Cruz Biotechnology, sc-9882) or V-ATPase B1/2 (Santa Cruz Biotechnology, sc-20943) were diluted 1:200 in blocking solution and incubated for 1 hour at room temperature or overnight at 4°C.

For immunohistochemistry assays, the secondary anti-goat IgG (H+L)-peroxidase antibody (Sigma-Aldrich, SAB3700284) was diluted 1:500 in blocking solution and incubated for 1 hour at room temperature. The sections were incubated 10–15 minutes with High Sensitivity Substrate Chromogen (Dako, K3461) and then mounted using Kaiser′s glycerol gelatin-based mounting medium (Merck, 109242). Images were captured on a Leica DM2000 LED bright-field microscope.

For immunofluorescent staining, AffiniPure donkey anti-goat IgG (H+L) (Alexa Fluor 647, Jackson ImmunoResearch, 705-605-147; 1:300) and ReadyProbes donkey anti-rabbit IgG (H+L) (Alexa Fluor 488, Thermo Fisher Scientific, R37118; 1:1,000) secondary antibodies were diluted in blocking solution and incubated for 1 hour at room temperature. The sections were then incubated with DAPI (1 μg/mL) for 5 minutes before mounting with fluorescence mounting medium (Dako, S3023). Sections were analyzed using a Leica DMi8 fluorescence microscope.

### Cell counting.

For CD-PC and CD-IC counting, several non-overlapping images per animal (10–12 weeks) were acquired from areas in the cortical, outer medullary, and inner medullary segment. Images were opened in ImageJ version 1.52a and autoadjusted for color and contrast to enhance visibility (59). For counting, the Cell Counter plugin was used. AQP2- and V-ATPase–positive cells were counted for all CDs fully shown. All measurements were carried out in a blinded manner.

Percentages of both cell types were calculated for the respective area and averaged per animal. Statistical significance was determined using a 2-tailed *t* test, without assuming a consistent standard deviation (SD).

### Morphometric analysis.

Paraffin-embedded kidney slices were stained for AQP2 (Santa Cruz Biotechnology, sc-9882) and images were captured on a Leica DM2000 LED bright-field microscope. Images were opened in ImageJ (59). All measurements were carried out in a blinded manner. A scale bar was set for all images. For measurements of cross-sectional areas, the area of the outer medulla was circled using the freehand selection tool. The area was duplicated and transformed into a binary image. Using the elliptic tool and filler function, CD shapes were filled. The wand tool was used for measurements of cross-sectional areas of tubules approximating an even circle. To measure tubule diameter, straight lines were drawn perpendicular to the longitudinal axis of the CD. For each animal, the average tubule diameter, cross-sectional area, and respective SDs were calculated. In addition, proportions of tubules within a given size range (bins of 200 μm^2^ for cross-sectional areas and 5 μm for tubule diameter) were calculated for each animal.

### Single-nucleus multiomic sequencing – preprocessing and data analysis workflow.

The multiomic dataset was accessed via the NCBI Gene Expression Omnibus (GEO GSE209610). Preprocessed data were downloaded for GSM6380583, GSM6380584, GSM6380585, GSM6380586, GSM6380595, and GSM6380596, representing gene expression and ATAC libraries of control samples from Ki67^cre/ERT2^; INTACT mice.

The R packages Seurat (60) (version 4.3.0) and Signac (61) (version 1.9.0) were used to process the data. Initial filtering of the Seurat object containing the gene expression and ATAC-seq data included nuclei with genes/cell greater than 350 and less than 3,500; RNA count greater than 500 and less than 8,000; ATAC count greater than 1,000 and less than 100,000; percentage mitochondrial genes less than 1, percentage ribosomal genes less than 3, and transcriptional start site enrichment score greater than 2. Seurat objects of each sample were merged into one object. RNA data were normalized with the NormalizeData() function in Seurat and variable features identified with FindVariableFeatures(). Datasets were integrated using the SelectIntegrationFeatures(), FindIntegrationAnchors(), and IntegrateData() functions with dims = 1:30, and k.anchor = 5. ATAC data were normalized using the RunTFIDF () function in Signac.

On the basis of the principle component analysis (RunPCA()) of the RNA assay and a singular value decomposition analysis (RunSVD()) of the ATAC assay, a weighted combination of the RNA and the ATAC data was calculated using FindMultiModalNeighbors(). Dimensionality reduction and cluster identification were performed using RunUMAP(), and FindClusters() with resolution = 0.8. Clusters were assigned to renal cell types based on marker gene expression. Identified clusters representing the same cell type were summarized as one cluster (= broad cell type). Clusters containing multiplets (marker gene expression for several cell types) were excluded from further analysis. The final Seurat object contained 27,802 nuclei.

### Gene-specific chromatin accessibility, differential expression, differential accessibility, and motif activity.

Chromatin accessibility at loci encoding *Tfap2a* and *Tfap2b* was calculated and visualized using the GeneActivity() function (which includes the gene body and 2 kb upstream promoter region by default) and visualized with the CoveragePlot() function. Differentially expressed genes (Wilcoxon’s rank sum test, min.pct = 0.1, logfc.threshold = 0.25) and DARs (logistic regression, min.pct = 0.05, logfc.threshold = 0.25) in CD-PCs compared with other kidney cells were identified using the FindMarkers() function. An adjusted *P* value of less than 0.01 was considered statistically significant. FindMotifs() was used to identify enriched motifs in DAR of CD-PCs.

Transcription factor motif activity was calculated using chromVAR (62) (version 1.16.0) and the JASPAR2020 database (63). Differential transcription factor motif activity in CD-PCs compared to other kidney cells was determined using the FindMarkers() function with mean.fxn = rowMeans, fc.name = “avg_diff”, test.use = “LR”, and min.pct = 0.1; motif activity was filtered for an adjusted *P* value of less than 0.01.

To identify a potential *Tfap2a* target gene set, the DNA sequence of each CD-PC DAR (average log_2_[fold change] > 2) was scanned for the presence of *Tfap2a* motifs by using the CreateMotifMatrix() function and filtering for the presence of at least one Tfap2a motif (MA0810.1 == ‘TRUE’ | MA0872.1 == ‘TRUE’ | MA0003.4 == ‘TRUE’).

### snRNA-seq library preparation.

For snRNA-seq, kidneys of 12-week-old male *Hoxb7Cre^+^;Tfap2a^fl/fl^* or control mice (*n* = 2 per group) were dissected and washed in ice-cold PBS. A middle slice of 1–2 mm was taken, and the cortex was trimmed to enrich for medullary cell types. Mouse kidney specimens were stored in precooled RNAlater (Invitrogen, AM7020) at 4°C for 24 hours and then stored at –80°C until nuclei isolation as reported in Leiz et al. (30).

All samples were subjected to single-cell sequencing following the 10x Genomics protocol (no. CG000204 Rev D) for Chromium Next GEM Single Cell 3′ v3.1 chemistry targeting 9,000–10,000 nuclei. Obtained libraries were sequenced on Illumina HiSeq 4000 sequencers (paired-end). Digital expression matrices were generated using the 10x Genomics Cell Ranger version 3.0.2, with –force-cells 10000 against a genome composed of the mouse mm10.

### snRNA-seq – preprocessing and data analysis workflow.

Sequencing data generated from *Hoxb7Cre^+^;Tfap2a^fl/fl^* and control mice were analyzed with Seurat version 3.2.1 (64). Initial filtering was performed by excluding nuclei with genes/cell of less than 500 or greater than 4,000, and mitochondrial reads greater than 5%. Genes expressed in less than 3 nuclei were not included in the analysis.

Nuclei passing the initial quality control were analyzed following Seurat’s workflow for data integration (64) with default parameters for NormalizeData(x) and FindVariableFeatures(x), followed by RunUMAP (dims = 1:30), FindNeighbors (dims = 1:30), and FindClusters (resolution = 0.5). Clusters were assigned to renal cell types based on their marker gene expression. Identified clusters representing the same cell type were summarized to one cluster (broad cell type). Nuclei from clusters showing marker gene expression for more than one cell type or high percentage of mitochondrial reads were assigned as damaged and excluded (2 clusters with 1,236 nuclei). The final Seurat object contained 26,105 nuclei. Relative abundances were calculated for broad cell types. Replicates from one group were averaged.

### Subclustering of CD-PCs.

For subclustering of CD-PCs, all nuclei with this identity (*n* = 1,301) were used as a subset. Neighboring nuclei were clustered and visualized in a uniform manifold approximation and projection (UMAP) based on 30 dimensions, k.param = 5, a resolution of 0.2., and otherwise default settings. Resulting subcluster were annotated based on known marker genes for PC subtypes (27). Relative abundances were calculated for subclustered CD-PCs for both groups.

### Differential gene expression analysis of sn- and bulk RNA-seq data.

Differential gene expression analyses for broad cell types and subclustered CD-PC types were performed with Seurat’s FindMarkers function with a min.pct = 0.05 or min.pct = 0.01, respectively, logfc.threshold of 0.25, and test = wilcox.

Differential gene expression analysis of bulk RNA-seq data was performed using the DESeq2 package version 1.34.0 (65). Input to DESeq2 were the raw count matrices. For kidneys, the standard DESeq protocol was followed.

### Pathway enrichment analysis for putative target and differentially expressed genes.

Enriched pathways were analyzed using the enrichGO() function in the clusterProfiler package version 4.2.2 (66). Enriched biological pathways were determined separately for genes up- and downregulated in the respective dataset. Adjustments of *P* values were calculated using the false discovery rate. Terms with a *P*- and *q*-value cutoff of less than 0.05 were considered significant.

### In silico ChiP-seq workflow.

The getMatrixSet() function from the JASPAR2020 R package (63) and the CreateMotifMatrix() function from Signac (61) were used to determine the presence of transcription factor motifs in open chromatin regions of the multiomic dataset. For each peak, the associated gene was identified using the ClosestFeature() function. Features were filtered for genes deregulated in OMCD-PCs and the presence of at least one Tfap2a motif in their respective DNA sequence.

### RNAscope in situ hybridizations.

The RNAscope 2.5 HD reagent kit-brown (Advanced Cell Diagnostics [ACD], 322300) was used to perform chromogenic in situ hybridizations on formalin-fixed, paraffin-embedded kidney sections with probes directed against *Tfap2a* (ACD, 319101) and *Tfap2b* mRNA (ACD, 535151). The RNAscope multiplex fluorescent reagent kit v2 (ACD, 323100) was used to perform fluorescent in situ hybridizations on formalin-fixed, paraffin-embedded kidney sections with probes directed against *Alcam* (ACD, 462061), *Wnt9b* (ACD, 405091), and *Aqp2* (ACD, 452411) mRNAs. Images of the hybridized sections were captured on a Leica DM2000 LED bright-field microscope or Zeiss LSM 980 confocal scanning microscope. The expression levels of *Alcam* and *Wnt9b* mRNAs in *Aqp2* mRNA–positive tubules (PCs) were quantified using ImageJ (59). To quantify RNA expression, the average area of individual RNAscope dots, representing single RNA molecules, was first determined for both *Alcam* and *Wnt9b* (6 different pictures from 3 WT mice). Subsequently, the total positive area for *Alcam* or *Wnt9b* within *Aqp2*-positive OMCDs was measured for each section (nonoverlapping pictures of 10 different collecting ducts per mouse). This total positive area was then divided by the previously calculated average area of a single dot, providing an estimate of the total number of RNA molecules present per OMCD.

### Statistics.

All RNA-seq data were analyzed using R (67), while all other data were processed with GraphPad Prism. Statistical tests, along with sample sizes (*n*), are specified in the corresponding figure legends. A *P* value of less than 0.05 was considered significant.

### Study approval.

All animal experiments were approved by and performed in compliance with local authorities (LAGeSo Berlin, Germany).

### Data availability.

snRNA-seq and bulk RNA-seq data have been deposited to the NCBI GEO, under accession numbers GSE290794 and GSE282959. All data supporting this research are included in the manuscript (supplemental tables and Supporting Data Values file). All codes used in this manuscript are available at https://github.com/KLopezCay/TFAP2A

## Author contributions

JL and KMSO designed the study. JL, SC, KILC, and CH conducted experiments. JL, KILC, SC, LMSG, and CH analyzed data. JL, SC, and KILC made the figures. JL drafted the manuscript. JL, KILC, and KMSO edited the manuscript. All authors approved the final version of the manuscript. Authorship order among first authors was decided based on JL initiating the project.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 1

Supplemental table 10

Supplemental table 11

Supplemental table 12

Supplemental table 13

Supplemental table 14

Supplemental table 15

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supplemental table 5

Supplemental table 6

Supporting data values

## Figures and Tables

**Figure 1:**
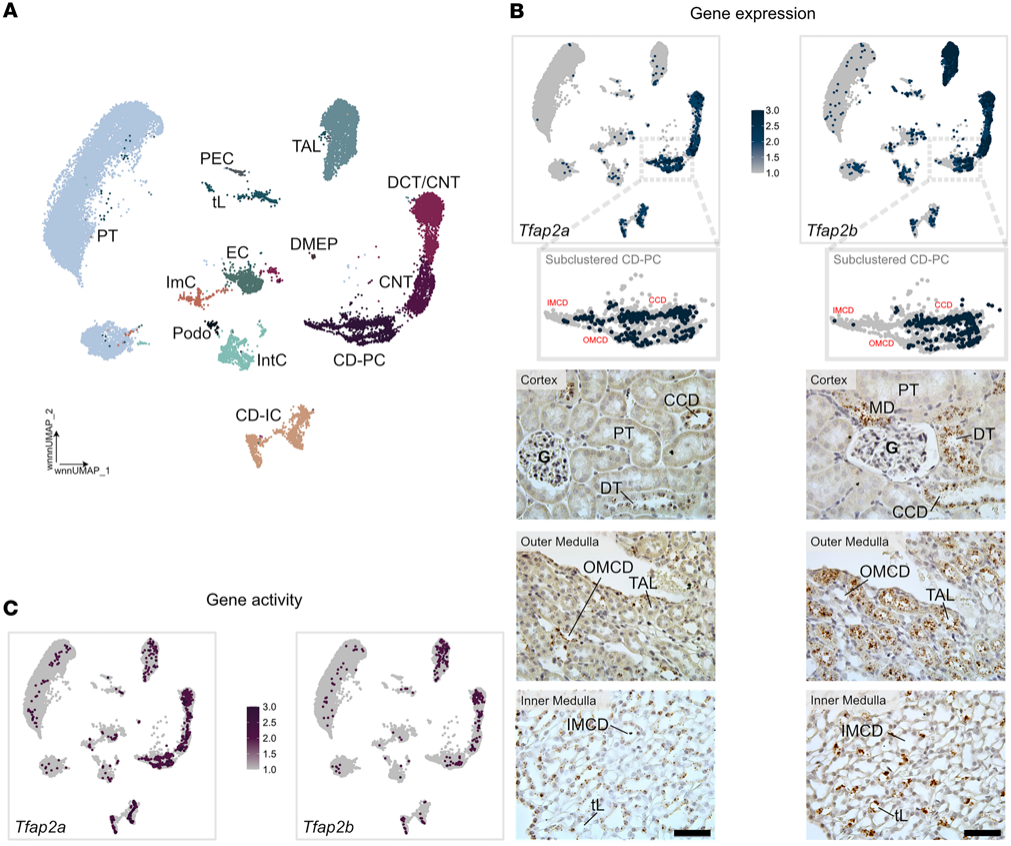
Transcription factors *Tfap2a* and *Tfap2b* show partly overlapping gene expression and gene activity in the adult kidney. (**A**) Uniform manifold approximation and projection (UMAP) embedding of multiomic sequencing data for mouse kidneys based on both RNA and ATAC data using a weighted nearest neighbor (wnn) analysis (27,802 nuclei, *n* = 3). Nuclei were annotated to podocytes (Podo), parietal epithelial cells (PEC), proximal tubule (PT) cells, thin limb (tL) cells, thick ascending limb (TAL) cells, distal convoluted tubule (DCT) cells, connecting tubule (CNT) cells, collecting duct principal cells (CD-PCs), collecting duct intercalated cells (CD-ICs), endothelial cells (ECs), interstitial cells (IntCs), and immune cells (ImCs) using known marker genes. (**B**) Gene expression domains of *Tfap2a* and *Tfap2b* in the kidney. Top: UMAP displaying expression domains of *Tfap2a* and *Tfap2b* mRNA in mouse kidneys. The color gradient ranges from gray (no expression) to dark blue (highest expression). CD-PCs were extracted and reclustered to identify subpopulations. Marker gene analysis enabled annotation as cortical CD (CCD), outer medullary CD (OMCD), or inner medullary CD (IMCD), which were then remapped onto the original UMAP to visualize their distribution within the global dataset. Bottom: In situ hybridization (RNAscope) for *Tfap2a* (left) and *Tfap2b* (right) mRNA (brown dots) in adult mouse kidney tissue. Expression was detected in the TAL, tL, macula densa (MD), distal tubule (DT; comprised of DCT and CNT), CCD, OMCD, and IMCD. Scale bars: 50 μm. (**C**) Chromatin accessibility of the *Tfap2a* and *Tfap2b* genes in cells of the kidney. Same UMAP as in **B**, displaying chromatin accessibility associated with the *Tfap2a* and *Tfap2b* genes as a color gradient ranging from gray (no accessibility) to dark purple (high accessibility).

**Figure 2:**
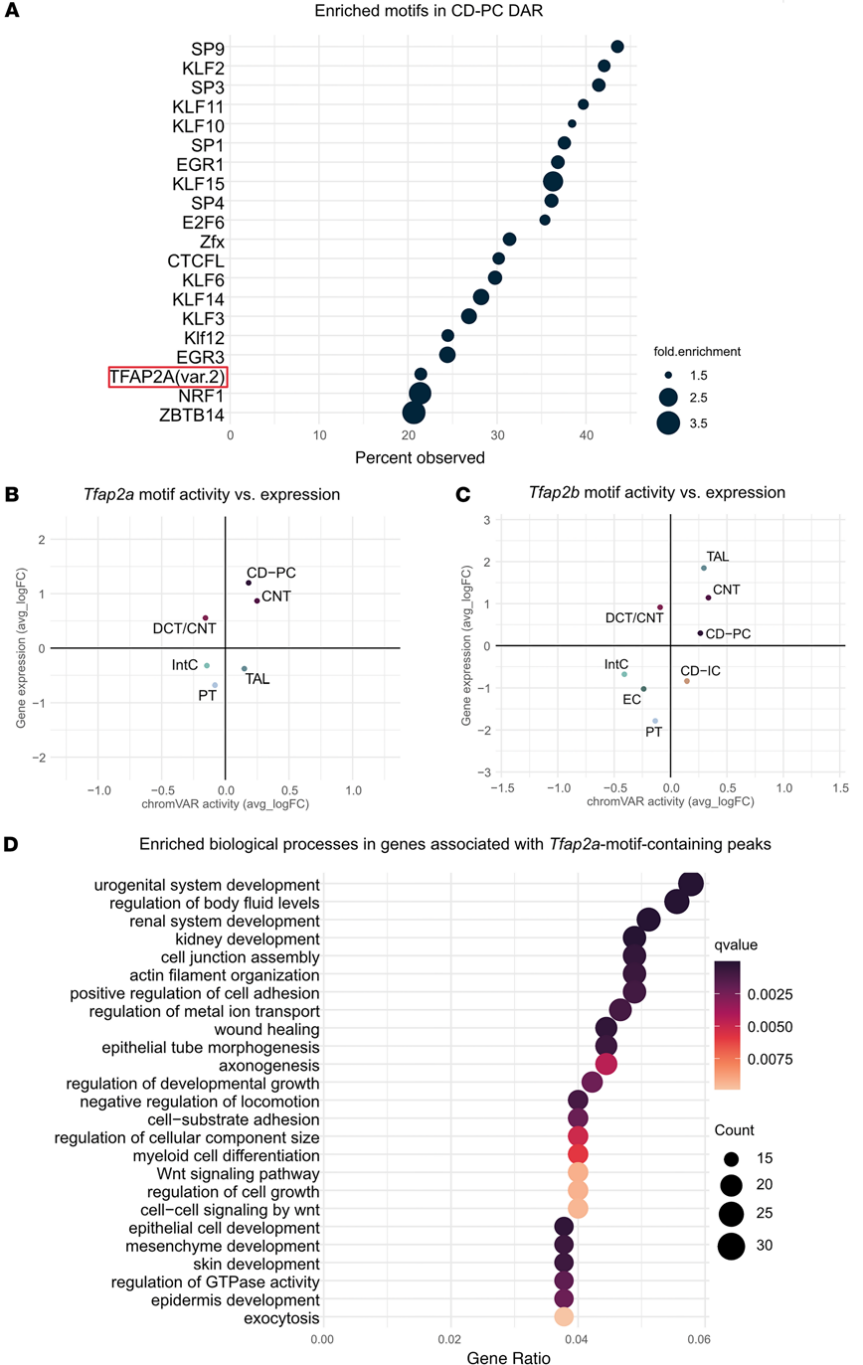
Transcription factor *Tfap2a* shows increased regulatory activity in collecting duct principal cells and is associated with pathways related to kidney development. (**A**) Motif enrichment analysis on the differentially accessible regions (DARs) in collecting duct principal cells (CD-PCs). The top 20 motifs with the highest observed frequency are shown (*P*_adj_ < 0.05). The Tfap2a motif MA0810.1 [TFAP2A(var.2)] is highlighted (red box). Dot size indicates the fold enrichment in comparison to the background dataset. (**B**) *Tfap2a* chromVAR motif activity plotted against Tfap2a gene expression. Significant differential chromVAR activity and transcription factor expression (determined by the Seurat FindMarkers function) were observed in the proximal tubule (PT), thick ascending limb (TAL), distal convoluted tubule (DCT), connecting tubule (CNT), collecting duct principal cells (CD-PCs), and interstitial cells (IntCs). (**C**) *Tfap2b* chromVAR motif activity plotted against *Tfap2b* gene expression. Significant differential chromVAR activity and transcription factor expression (determined by the Seurat FindMarkers function) were observed in the PT, TAL, DCT, CNT, CD-PCs, collecting duct intercalated cells (CD-ICs), endothelial cells (ECs), and IntCs. Cell types without significant activity or expression were not included in the plots (**B** and **C**). (**D**) Highly enriched biological processes identified for gene set of 546 genes associated with Tfap2a motif–containing peaks. Colors represent the *q* value for the depicted process; dot size the number of putative target genes associated with the process. The gene ratio (*x* axis) represents the number of putative target genes divided by the total number of genes associated with the respective pathway.

**Figure 3:**
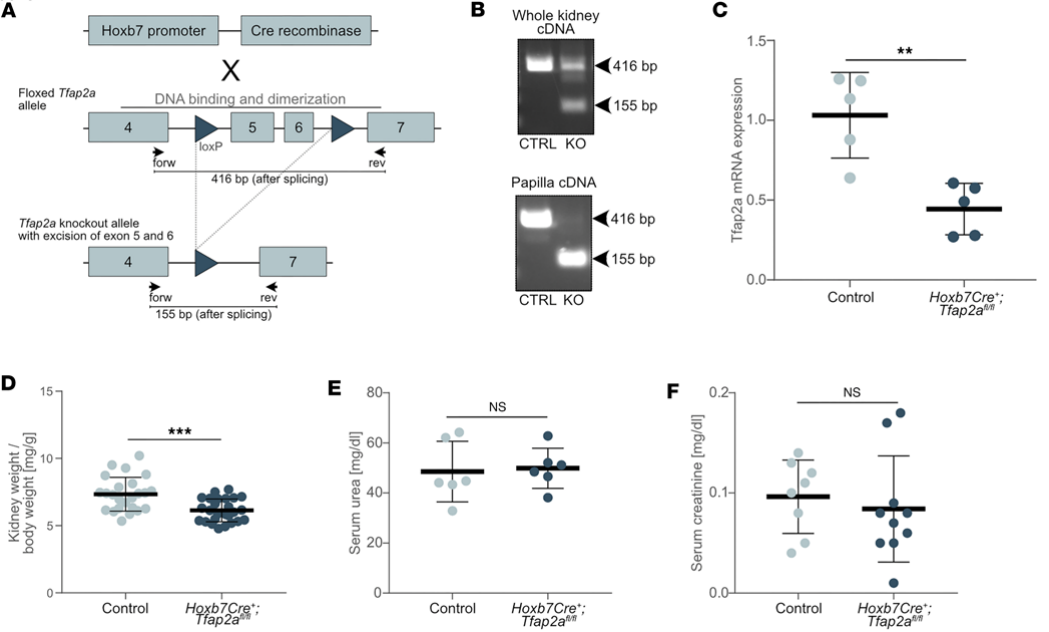
*Hoxb7Cre^+^;Tfap2a^fl/fl^* mice display reduced kidney weights but normal kidney function. (**A**) Breeding strategy to generate a collecting duct–specific knockout of *Tfap2a*. The *loxP* sites flank exons 5 and 6 encoding part of the DNA binding and dimerization domain, resulting in a loss of function after their excision. Primers (indicated by arrows) for knockout validation and respective product sizes after splicing are indicated below the alleles. (**B**) Knockout validation on cDNA from adult whole kidney and microdissected papillary tissue. Control animals (CTRL) displayed full-length alleles (416 bp), whereas *Hoxb7Cre^+^;Tfap2a^fl/fl^* (KO) mice showed shortened knockout alleles (115 bp). In whole kidney tissue, WT *Tfap2a* mRNA was still expressed, likely due to maintained expression in distal tubules. In papillary tissues, devoid of distal tubules, no residual WT *Tfap2a* mRNA was detected. (**C**) Expression levels of *Tfap2a* mRNA normalized to β-actin mRNA expression in whole kidney samples of newborn (P1–P2) control and *Hoxb7Cre^+^;Tfap2a^fl/fl^* mice. *Tfap2a* expression was downregulated by approximately 60%. (**D**) Kidney/body weight ratios of 3-month-old control and *Hoxb7Cre^+^;Tfap2a^fl/fl^* mice. (**E** and **F**) Serum urea and serum creatinine of 3-month-old control and *Hoxb7Cre^+^;Tfap2a^fl/fl^* mice. *n* ≥ 5 mice per group. Data are expressed as mean ± SD. Statistical significance was determined using a 2-tailed *t* test, without assuming a consistent SD. NS, not significant. **P < 0.01, ***P < 0.001.

**Figure 4:**
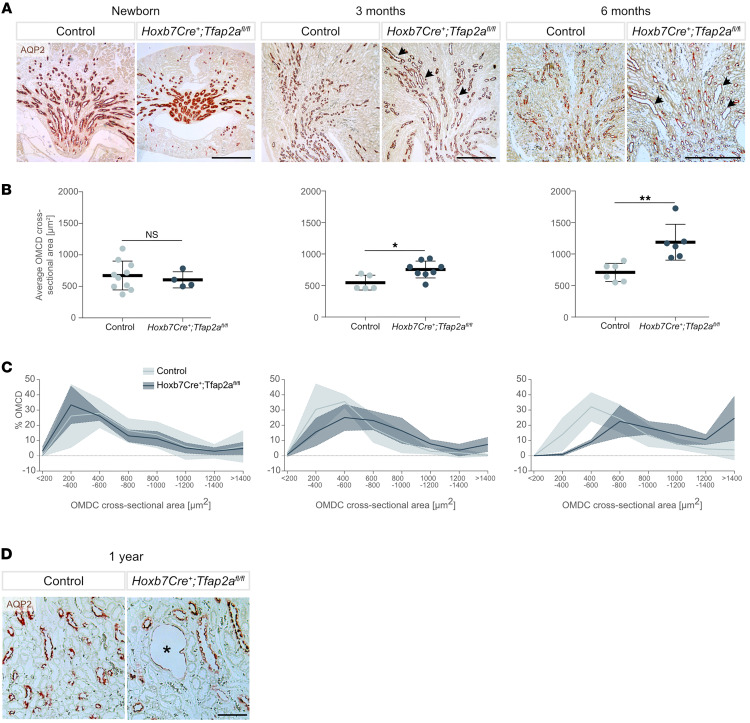
*Hoxb7Cre^+^;Tfap2a^fl/fl^* mice present dilated outer medullary collecting duct tubules in adult animals. (**A**) Immunohistochemistry for the collecting duct marker aquaporin-2 (AQP2) in newborn, 3-, and 6-month-old control and *Hoxb7Cre^+^;Tfap2a^fl/fl^* mice. Examples of dilated collecting duct tubules in adult mice are marked with dark arrow heads Scale bars: 500 μm. (**B**) Measurements of average outer medullary collecting duct (OMCD) cross-sectional areas for newborn, 3-, and 6-month-old control and *Hoxb7Cre^+^;Tfap2a^fl/fl^* mice. *n* ≥ 4 mice per group. Data are expressed as mean ± SD. Statistical significance was determined using a 2-tailed *t* test, without assuming a consistent SD. NS, not significant. *P < 0.05, **P < 0.01. (**C**) Percentage of OMCDs within a given range of cross-sectional area for the same newborn, 3-, and 6-month-old control and *Hoxb7Cre^+^;Tfap2a^fl/fl^* mice as in **B**. Solid lines represent means, and shadowed areas the respective SD. (**D**) Immunohistochemistry for the collecting duct marker AQP2 in aged (1-year-old) control and *Hoxb7Cre^+^;Tfap2a^fl/fl^* animals. An example of a dilated collecting duct tubule with flattened epithelium is marked with an asterisk. Scale bar: 100 μm.

**Figure 5:**
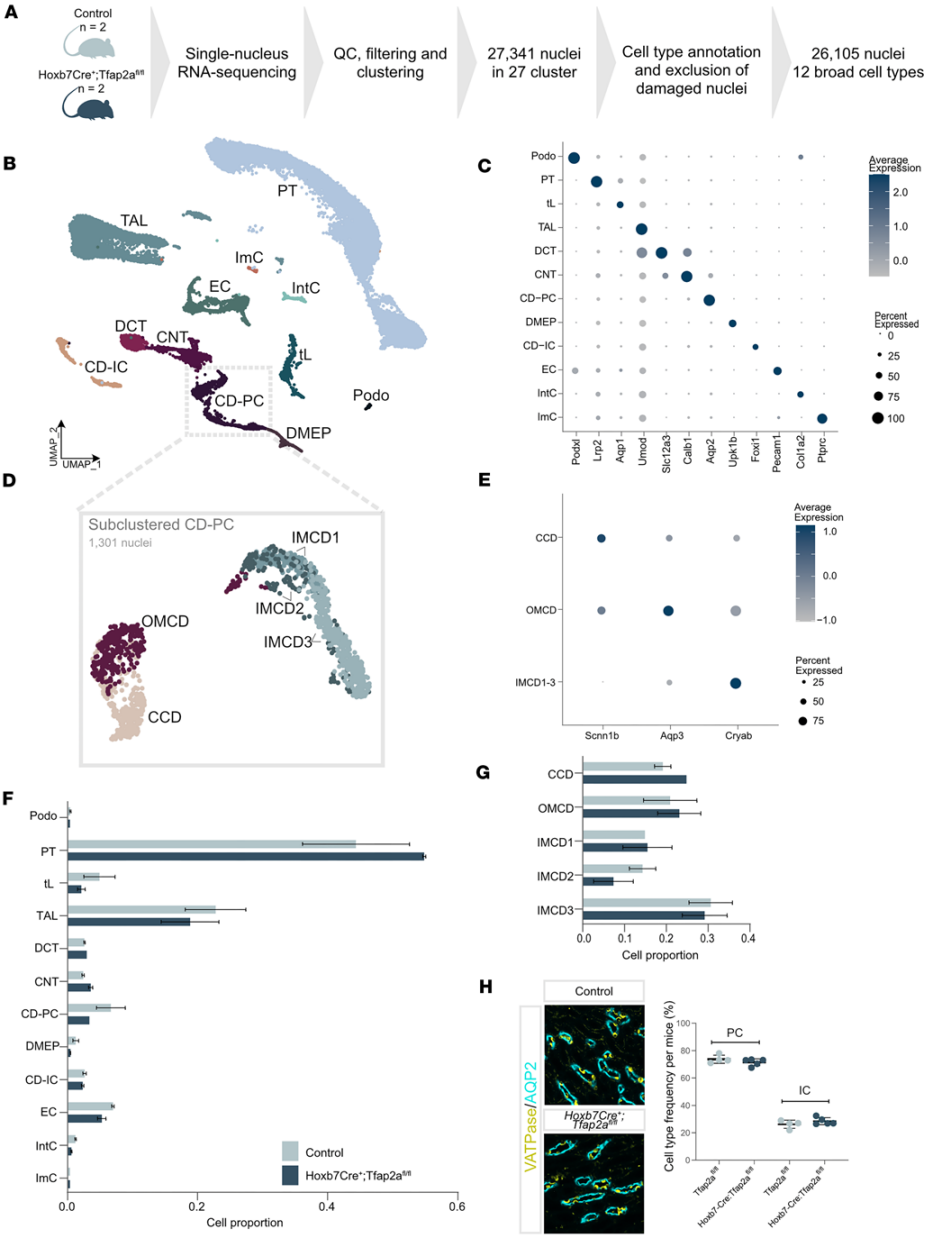
*Hoxb7Cre^+^;Tfap2a^fl/fl^* mice show no overt changes in cell type abundance compared to controls, based on snRNA-seq and immunofluorescence. (**A**) snRNA-seq was performed on kidneys from 3-month-old male control and *Hoxb7Cre^+^;Tfap2a^fl/fl^* mice (*n* = 2 per group). (**B**) Uniform manifold approximation and projection (UMAP) of snRNA-seq data (26,105 nuclei) from both genotypes. Nuclei were annotated using known marker genes as podocytes (Podo), proximal tubule (PT), thin limb (tL), thick ascending limb (TAL), distal convoluted tubule (DCT), connecting tubule (CNT), collecting duct principal cells (CD-PCs), collecting duct intercalated cells (CD-ICs), deep medullary epithelium of pelvis (DMEP), endothelial cells (ECs), interstitial cells (IntCs), and immune cells (ImCs). Damaged nuclei were excluded. (**C**) Dot plot showing expression of cell-type-specific markers in broad cell types. Dot color reflects scaled average expression; size indicates the percentage of cells expressing the gene. (**D**) UMAP of subclustered CD-PC nuclei, annotated into cortical (CCD), outer medullary (OMCD), and inner medullary (IMCD1–3) PCs. (**E**) Dot plot showing marker gene expression for CD-PC subclusters. (**F**) Cell type proportions across broad populations in both genotypes (mean ± SD; *n* = 2 per group). (**G**) Distribution of CD-PC subclusters in control and mutant mice (mean ± SD; *n* = 2 per group). (**H**) Left: Immunofluorescent staining for PC marker aquaporin-2 (AQP2, cyan) and intercalated cell marker V-ATPase B1/2 (yellow) in OMCDs from 11-week-old control and mutant mice. Scale bar: 100 μm. Right: Quantification of PC and IC percentages in OMCDs (*n* ≥ 4 mice per group; mean ± SD). No significant differences were observed (2-tailed *t* test, equal variances not assumed).

**Figure 6:**
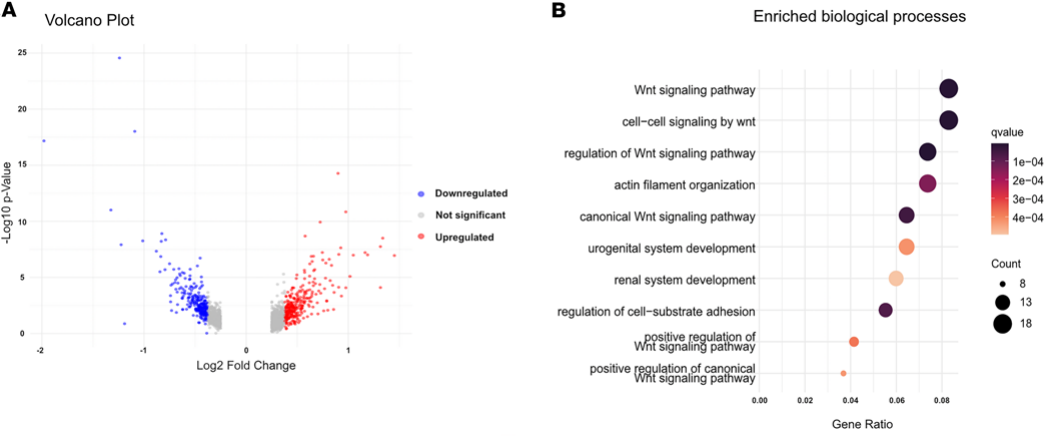
Transcriptomic changes and enriched biological processes in *Tfap2a*-deficient OMCD cells revealed by snRNA-seq. (**A**) Differentially expressed genes in outer medullary collecting duct (OMCD) cells. *P* < 0.05 by Wilcoxon’s rank sum test. (**B**) Highly enriched biological processes identified for 241 genes downregulated in *Tfap2a*-deficient OMCD cells. Colors represent the *q* value for the depicted process; dot size the number of putative target genes associated with the process. The gene ratio (*x* axis) represents the number of putative target genes divided by the total number of genes associated with the respective pathway.

**Figure 7:**
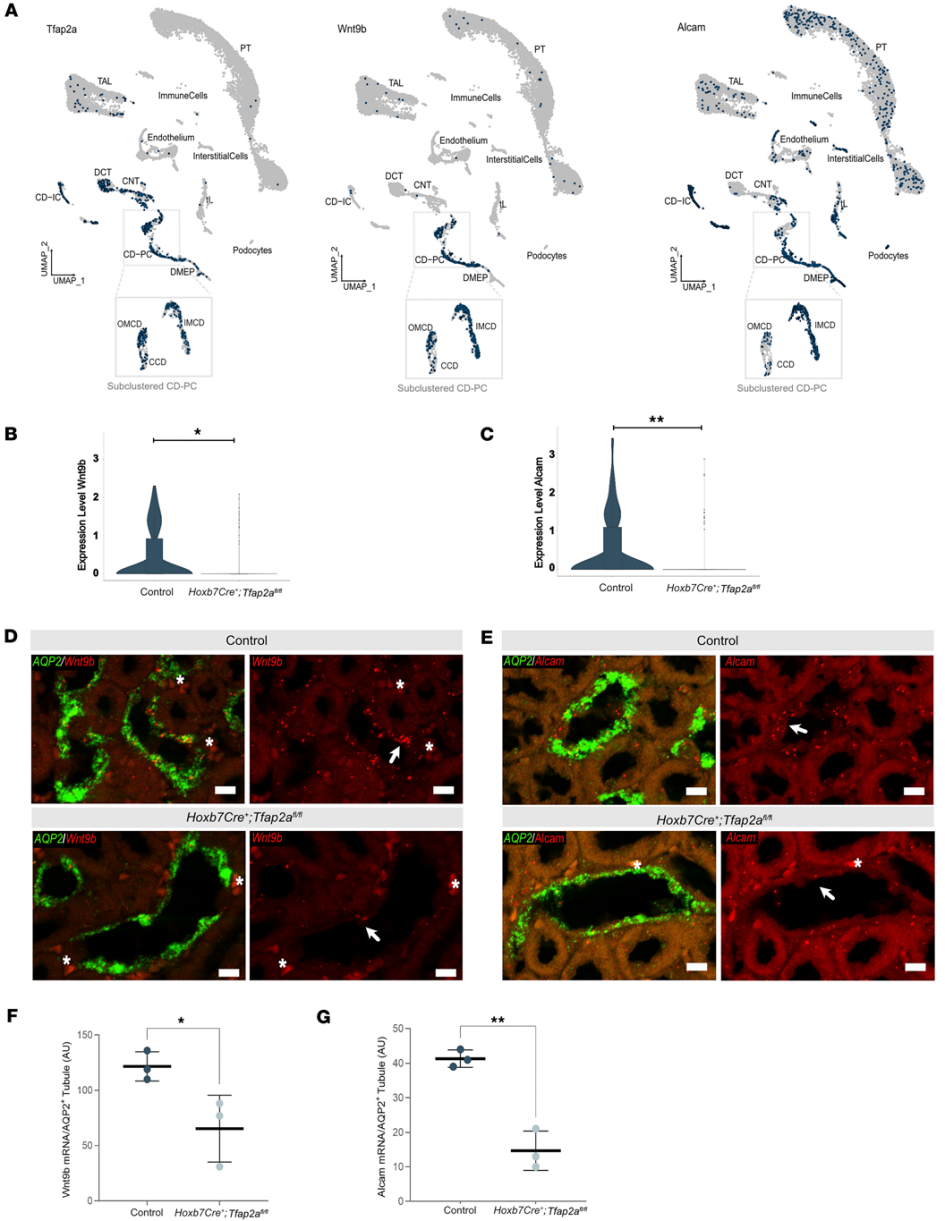
*Tfap2a* regulates Wnt signaling and cell adhesion. (**A**) Feature plot displaying the expression domains of *Tfap2a* mRNA, *Wnt9b* mRNA, and *Alcam* mRNA in broad cell types and subclusters of collecting duct principal cells (CD-PCs) in 3-month-old control mice (*n* = 2). The color gradient for feature plots ranges from gray (no expression) to blue (highest expression). PT, proximal tubule; TL, thin limb; TAL, thick ascending limb; DCT, distal convoluted tubule; CNT, connecting tubule; CD-IC, collecting duct intercalated cells; DMEP, deep medullary epithelium of the pelvis; CCD, cortical collecting duct; OMCD, outer medulla cortical collecting duct; IMCD, inner medulla cortical collecting duct. (**B**) Downregulated expression of *Wnt9b* and (**C**) *Alcam* mRNA in OMCD-PCs (based on snRNA-seq) of 3-month-old *Hoxb7Cre^+^;Tfap2a^fl/fl^* mice (*n* = 2/genotype). Data assessed with Seurat’s FindMarkers function. (**D**) In situ hybridization (representative pictures) of *Wnt9b* and (**E**) *Alcam* (both in red), along with *Aqp2* mRNA (green), in the OMCDs of 3-month-old control and *Hoxb7Cre^+^;Tfap2a^fl/fl^* mice. White arrows indicate examples of *Wnt9b* and *Alcam* mRNA expression. Asterisks indicate nonspecific red blood cell staining. Scale bars: 10 μm. (**F**) *Wnt9b* and (**G**) *Alcam* mRNA quantification per *Aqp2* mRNA–positive tubule (only PCs were considered for analysis). Each data point represents an estimate of the average number of mRNA molecules per tubular cross section per mouse (indicated in arbitrary units, AU; *n* of 10 tubules were analyzed per mouse, *n* = 3 mice/genotype). Data are expressed as mean ± SEM. Statistical significance was determined using a 2-tailed *t* test. *P < 0.05, **P < 0.01.

## References

[1] Pearce D (2015). Collecting duct principal cell transport processes and their regulation. Clin J Am Soc Nephrol.

[2] Rao R (2019). Intercalated cells of the kidney collecting duct in kidney physiology. Semin Nephrol.

[3] Costantini F, Kopan R (2010). Patterning a complex organ: branching morphogenesis and nephron segmentation in kidney development. Dev Cell.

[4] McMahon AP (2016). Development of the mammalian kidney. Curr Top Dev Biol.

[5] Wang Y (2018). Wnt signaling in kidney development and disease. Prog Mol Biol Transl Sci.

[6] Chambers JM, Wingert RA (2020). Advances in understanding vertebrate nephrogenesis. Tissue Barriers.

[7] Khoshdel Rad N (2020). Cellular and molecular mechanisms of kidney development: from the embryo to the kidney organoid. Front Cell Dev Biol.

[8] van der Ven AT (2018). Novel insights into the pathogenesis of monogenic congenital anomalies of the kidney and urinary tract. J Am Soc Nephrol.

[9] Kagan M (2022). The genetic basis of congenital anomalies of the kidney and urinary tract. Pediatr Nephrol.

[10] Vivante A, Hildebrandt F (2016). Exploring the genetic basis of early-onset chronic kidney disease. Nat Rev Nephrol.

[11] Murugapoopathy V, Gupta IR (2020). A primer on congenital anomalies of the kidneys and urinary tracts (CAKUT). Clin J Am Soc Nephrol.

[12] Westland R (2020). Clinical integration of genome diagnostics for congenital anomalies of the kidney and urinary tract. Clin J Am Soc Nephrol.

[13] Kohl S (2021). Molecular causes of congenital anomalies of the kidney and urinary tract (CAKUT). Mol Cell Pediatr.

[14] Milunsky JM (2008). TFAP2A mutations result in branchio-oculo-facial syndrome. Am J Hum Genet.

[15] Van der Ven AT (2018). Whole-exome sequencing identifies causative mutations in families with congenital anomalies of the kidney and urinary tract. J Am Soc Nephrol.

[16] Mitchell PJ (1991). Transcription factor AP-2 is expressed in neural crest cell lineages during mouse embryogenesis. Genes Dev.

[17] Chazaud C (1996). AP-2.2, a novel gene related to AP-2, is expressed in the forebrain, limbs and face during mouse embryogenesis. Mech Dev.

[18] Moser M (1997). Comparative analysis of AP-2 alpha and AP-2 beta gene expression during murine embryogenesis. Dev Dyn.

[19] Chambers BE (2019). Tfap2a is a novel gatekeeper of nephron differentiation during kidney development. Development.

[20] Miao Z (2021). Single cell regulatory landscape of the mouse kidney highlights cellular differentiation programs and disease targets. Nat Commun.

[21] Sanchez-Ferras O (2021). A coordinated progression of progenitor cell states initiates urinary tract development. Nat Commun.

[23] Milunsky JM (2011). Genotype-phenotype analysis of the branchio-oculo-facial syndrome. Am J Med Genet A.

[24] Lamontagne JO (2022). Transcription factors AP-2α and AP-2β regulate distinct segments of the distal nephron in the mammalian kidney. Nat Commun.

[25] Lindström NO (2021). Spatial transcriptional mapping of the human nephrogenic program. Dev Cell.

[26] Muto Y (2021). Single cell transcriptional and chromatin accessibility profiling redefine cellular heterogeneity in the adult human kidney. Nat Commun.

[27] Ransick A (2019). Single-cell profiling reveals sex, lineage, and regional diversity in the mouse kidney. Dev Cell.

[28] Gerhardt LMS (2023). Lineage tracing and single-nucleus multiomics reveal novel features of adaptive and maladaptive repair after acute kidney injury. J Am Soc Nephrol.

[29] Zhao H (2004). Role of fibroblast growth factor receptors 1 and 2 in the ureteric bud. Dev Biol.

[30] Leiz J (2021). Nuclei isolation from adult mouse kidney for single-nucleus RNA-sequencing. J Vis Exp.

[31] Loganathan R (2020). Extracellular matrix dynamics in tubulogenesis. Cell Signal.

[32] Riga A (2020). New insights into apical-basal polarization in epithelia. Curr Opin Cell Biol.

[33] Papakrivopoulou E (2021). The biological significance and implications of planar cell polarity for nephrology. Front Physiol.

[34] Bowen MA (1995). Cloning, mapping, and characterization of activated leukocyte-cell adhesion molecule (ALCAM), a CD6 ligand. J Exp Med.

[35] Uchida N (1997). The characterization, molecular cloning, and expression of a novel hematopoietic cell antigen from CD34+ human bone marrow cells. Blood.

[36] Chalmers SA (2022). The CD6/ALCAM pathway promotes lupus nephritis via T cell–mediated responses. J Clin Invest.

[37] Cizelsky W (2014). The Wnt/JNK signaling target gene alcam is required for embryonic kidney development. Development.

[38] Karner CM (2009). Wnt9b signaling regulates planar cell polarity and kidney tubule morphogenesis. Nat Genet.

[39] Schunk SJ (2021). WNT-β-catenin signalling - a versatile player in kidney injury and repair. Nat Rev Nephrol.

[40] Lancaster MA (2009). Impaired Wnt-beta-catenin signaling disrupts adult renal homeostasis and leads to cystic kidney ciliopathy. Nat Med.

[41] Walz G, Kim E (2010). Wnt signaling and rejuvenation of the adult kidney. Nephrol Dial Transplant.

[42] Malik SA (2020). The role of Wnt signalling in chronic kidney disease (CKD). Genes (Basel).

[43] Van Otterloo E (2022). AP-2α and AP-2β cooperatively function in the craniofacial surface ectoderm to regulate chromatin and gene expression dynamics during facial development. Elife.

[44] Schorle H (1996). Transcription factor AP-2 essential for cranial closure and craniofacial development. Nature.

[45] Zhang J (1996). Neural tube, skeletal and body wall defects in mice lacking transcription factor AP-2. Nature.

[46] Lienkamp SS (2012). Vertebrate kidney tubules elongate using a planar cell polarity-dependent, rosette-based mechanism of convergent extension. Nat Genet.

[47] Fischer E (2006). Defective planar cell polarity in polycystic kidney disease. Nat Genet.

[48] Jonassen JA (2008). Deletion of IFT20 in the mouse kidney causes misorientation of the mitotic spindle and cystic kidney disease. J Cell Biol.

[49] Saburi S (2008). Loss of Fat4 disrupts PCP signaling and oriented cell division and leads to cystic kidney disease. Nat Genet.

[50] Nishio S (2010). Loss of oriented cell division does not initiate cyst formation. J Am Soc Nephrol.

[51] Simões S de M (2014). Rho GTPase and Shroom direct planar polarized actomyosin contractility during convergent extension. J Cell Biol.

[52] Choe CP (2013). Wnt-dependent epithelial transitions drive pharyngeal pouch formation. Dev Cell.

[53] Jannie KM (2012). ALCAM regulates motility, invasiveness, and adherens junction formation in uveal melanoma cells. PLoS One.

[54] Ohneda O (2001). ALCAM (CD166): its role in hematopoietic and endothelial development. Blood.

[55] Brewer S (2004). Wnt1-Cre-mediated deletion of AP-2alpha causes multiple neural crest-related defects. Dev Biol.

[56] Liao Y (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[57] https://www.bioinformatics.babraham.ac.uk/projects/fastqc/.

[58] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(-delta delta C(T)) Method. Methods.

[59] Schneider CA (2012). NIH Image to ImageJ: 25 years of image analysis. Nat Methods.

[60] Hao Y (2021). Integrated analysis of multimodal single-cell data. Cell.

[61] Stuart T (2021). Single-cell chromatin state analysis with Signac. Nat Methods.

[62] Schep AN (2017). chromVAR: inferring transcription-factor-associated accessibility from single-cell epigenomic data. Nat Methods.

[63] Fornes O (2020). JASPAR 2020: update of the open-access database of transcription factor binding profiles. Nucleic Acids Res.

[64] Stuart T (2019). Comprehensive integration of single-cell data. Cell.

[65] Love MI (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[66] Wu T (2021). clusterProfiler 4.0: a universal enrichment tool for interpreting omics data. Innovation (Camb).

[67] https://www.R-project.org/.

# Supplementary material for: TFAP2A orchestrates gene regulatory networks and tubular architecture in kidney outer medullary collecting ducts
**Source:** JCI Insight. 2025 Aug 28;10(19):e192361. doi: 10.1172/jci.insight.192361
**Supplement:** Supplemental data

## SUPPLEMENTAL INFORMATION

### **TFAP2A orchestrates gene regulatory networks and tubular architecture in kidney outer medullary collecting ducts.**

Janna Leiz<sup>1,2,3,\*</sup>, Karen I. López-Cayuqueo<sup>1,\*</sup>, Shuang Cao<sup>1,2,3</sup>, Louisa M.S. Gerhardt<sup>4</sup>, Christian Hinze<sup>1,2,3</sup>, Kai M. Schmidt-Ott<sup>1,2,3,#</sup>

\* These authors contributed equally.

## TABLE OF CONTENTS OF SUPPLEMENTAL MATERIAL:

**Supplemental Figure S1:** Quality control and marker gene expression for murine kidney multiome sequencing dataset.

**Supplemental Figure S2:** Open chromatin regions around the *Tfap2a* and *Tfap2b* gene bodies and their gene expression in broad kidney cell types in control mice.

**Supplemental Figure S3:** Body weights, kidney weights, and kidney over body weight ratio of control and *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* mice at different ages.

**Supplemental Figure S4:** Outer medullary collecting duct tubule diameter of control and *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* mice at different ages.

**Supplemental Figure S5:** Original clustering and quality control for kidney single nucleus RNA-sequencing of control and *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* mice.

**Supplemental Figure S6:** Enriched motifs in open chromatin regions associated with differentially expressed genes in outer medullary collecting duct cells.

**Supplemental Table S1:** Differentially accessible chromatin regions in collecting duct principal cells.

**Supplemental Table S2:** Enriched motifs in differentially accessible chromatin regions of collecting duct principal cells.

**Supplemental Table S3:** Transcriptional regulators with differential chromVAR activity in collecting duct principal cells.

**Supplemental Table S4:** Correlation analysis of differential chromVAR activity and transcription factor gene expression in broad cell types.

**Supplemental Table S5:** *Tfap2a* motif containing differentially accessible chromatin regions of collecting duct principal cells and their associated genes.

**Supplemental Table S6:** Enriched biological processes for predicted *Tfap2a* target gene set.

**Supplemental Table S7:** Plasma creatinine, plasma urea, and blood gas analysis in adult *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* and control mice under baseline conditions.

**Supplemental Table S8:** Urinary electrolyte excretion of adult *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* and control mice under baseline and thirsting conditions.

**Supplemental Table S9:** Urinary concentration ability of adult *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* and control mice under baseline and thirsting conditions.

**Supplemental Table S10:** Single-nucleus RNA-sequencing of *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* and control mice.

**Supplemental Table S11:** Expressed genes in broad kidney cell type clusters and subclustered collecting duct principal cells in *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* versus control mice.

**Supplemental Table S12:** Gene ontology analysis for deregulated genes in outer medullary collecting duct principal cells.

**Supplemental Table S13:** In silico ChIP-Seq analysis.

**Supplemental Table S14:** Expressed genes in whole kidney samples of *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* versus control mice.

**Supplemental Table S15:** Gene ontology analysis for deregulated genes in whole kidney bulk RNAseq.

## SUPPLEMENTAL FIGURE S1

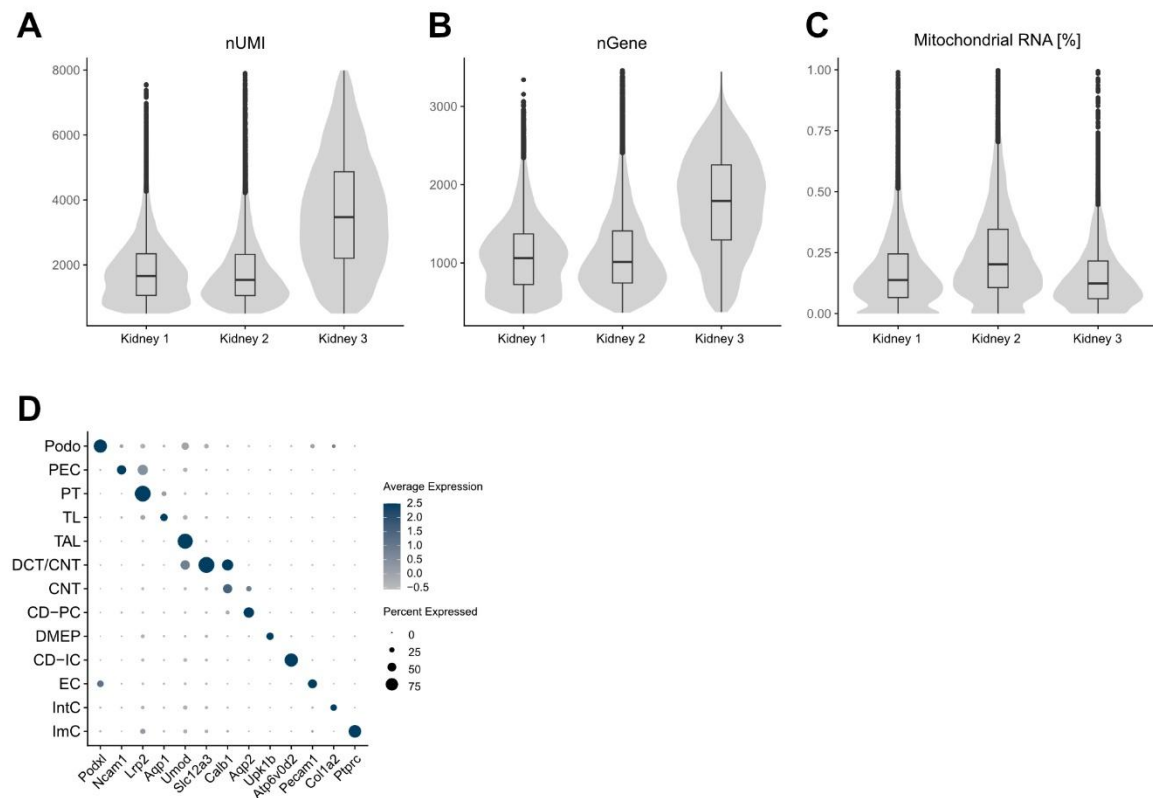

### Supplemental Figure S1: Quality control and marker gene expression for murine kidney multiome sequencing dataset.

**(A)** Distribution of unique molecular identifiers (nUMI), **(B)** number of genes (nGene), and **(C)** percent of mitochondrial RNA detected per nucleus in multiome sequencing data of Ki67cre/ERT2; INTACT (control) mice (n = 3), representing 9,467; 11,374; and 6,961 nuclei, respectively (nuclei with less than 500 or more than 5000 genes and more than 1 % mitochondrial RNA have been excluded). Kidney 1 corresponds to “Control, 4 weeks, rep1”, kidney 2 to “Control, 4 weeks, rep2”, and kidney 3 to “Control, 6 months” from Series GSE209610<sup>1</sup>. **(D)** Dot plot of cell type-specific marker genes for kidney cell types in Ki67cre/ERT2; INTACT mice. Dot color indicates average expression across all cells within a cell type (scaled values), dot size the percentage of cells within a cluster expressing the indicated gene. Podo – podocytes, PEC – parietal epithelial cells, PT – proximal tubule, TL – thin limb, TAL – thick ascending limb, DCT – distal convoluted tubule, CNT – connecting tubule, CD-PC – collecting duct principal cells, CD-IC – collecting duct intercalated cells, DMEP – deep medullary epithelium of the pelvis, EC – endothelial cells, IntC – interstitial cells, ImC – immune cells.

## SUPPLEMENTAL FIGURE S2

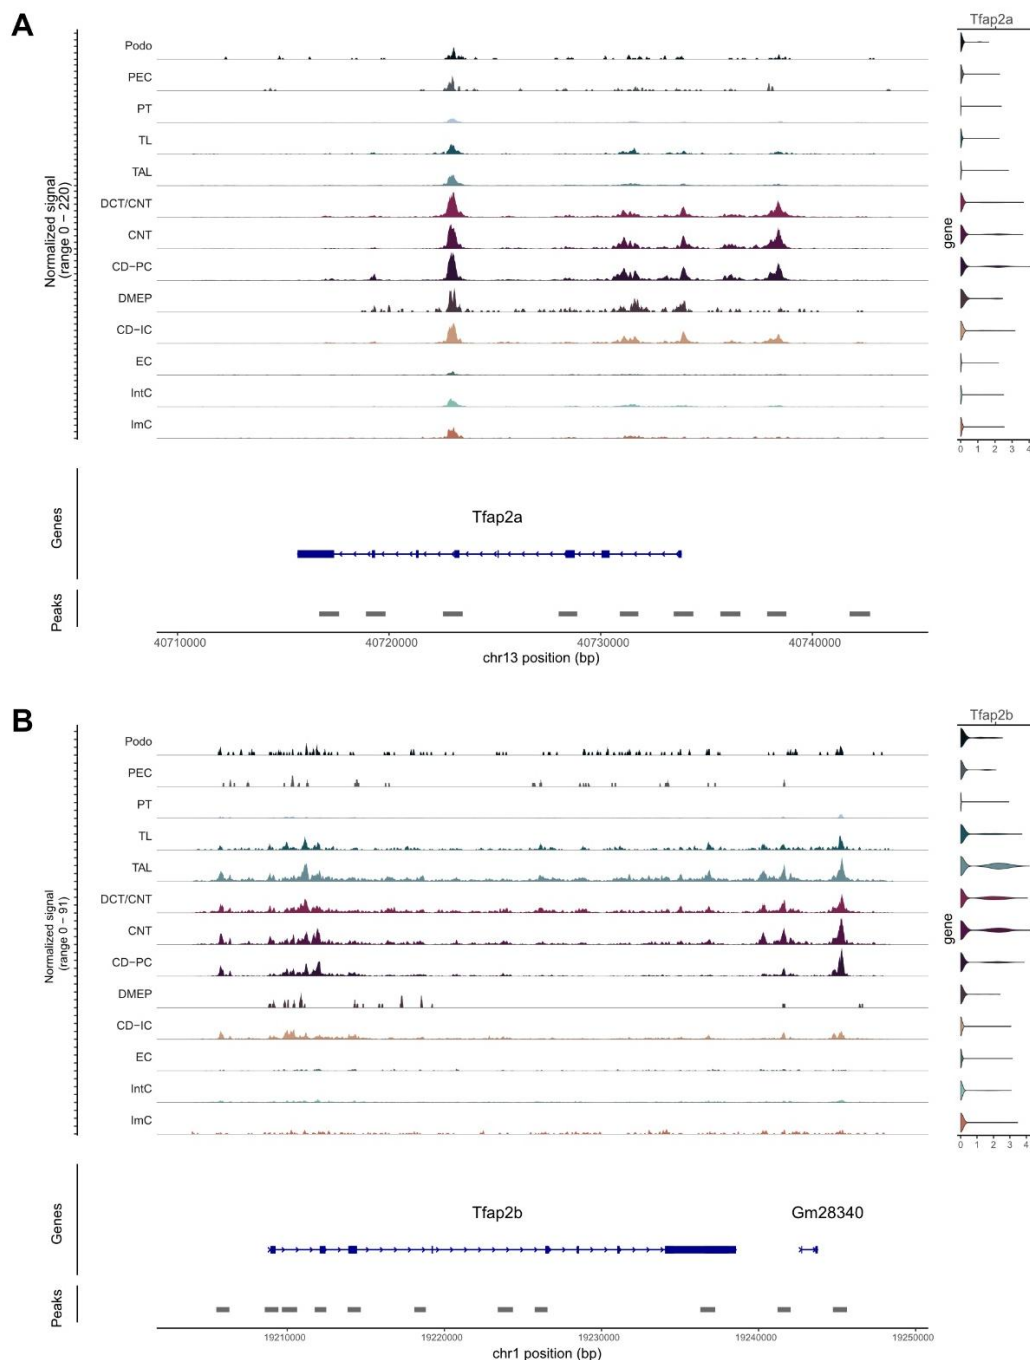

### Supplemental Figure S2: Open chromatin regions around the *Tfap2a* and *Tfap2b* gene bodies and their gene expression in broad kidney cell types in control mice.

Coverage plots for the (A) *Tfap2a* and (B) *Tfap2b* gene body (extended 5,000 bp upstream and 10,000 bp downstream), peak locations, and the respective gene expression for all broad cell types identified in N=3 Ki67cre/ERT2; INTACT mice (control mice) from the multiome sequencing data set used in Figure 1 and SupplementalFigure S1. Note high gene accessibility for *Tfap2a*, but low gene accessibility for *Tfap2b* in CD-PC and CD-IC. Podo – podocytes, PEC – parietal epithelial cells, PT – proximal tubule, TL – thin limb, TAL – thick ascending limb, DCT – distal convoluted tubule, CNT – connecting tubule, CD-PC – collecting duct principal cells, CD-IC – collecting duct intercalated cells, DMEP – deep medullary epithelium of the pelvis, EC – endothelial cells, IntC – interstitial cells, ImC – immune cells.

### SUPPLEMENTAL FIGURE S3

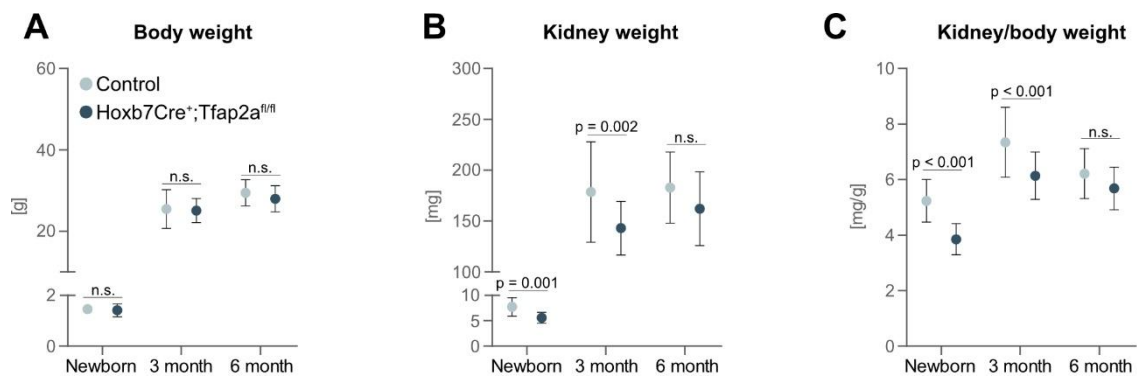

### Supplemental Figure S3: Body weights, kidney weights, and kidney over body weight ratio of control and *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* mice at different ages.

Comparison of (A) body weight, (B) kidney weight, and (C) kidney weight/body weight ratios of newborn, 3-month, and 6-month-old control and *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* mice.  $n \geq 6$  mice per group. Data are expressed as mean  $\pm$  standard deviation (SD). Statistical significance was determined using a two-tailed t-test, without assuming a consistent SD. n.s. – not significant.

# SUPPLEMENTAL FIGURE S4

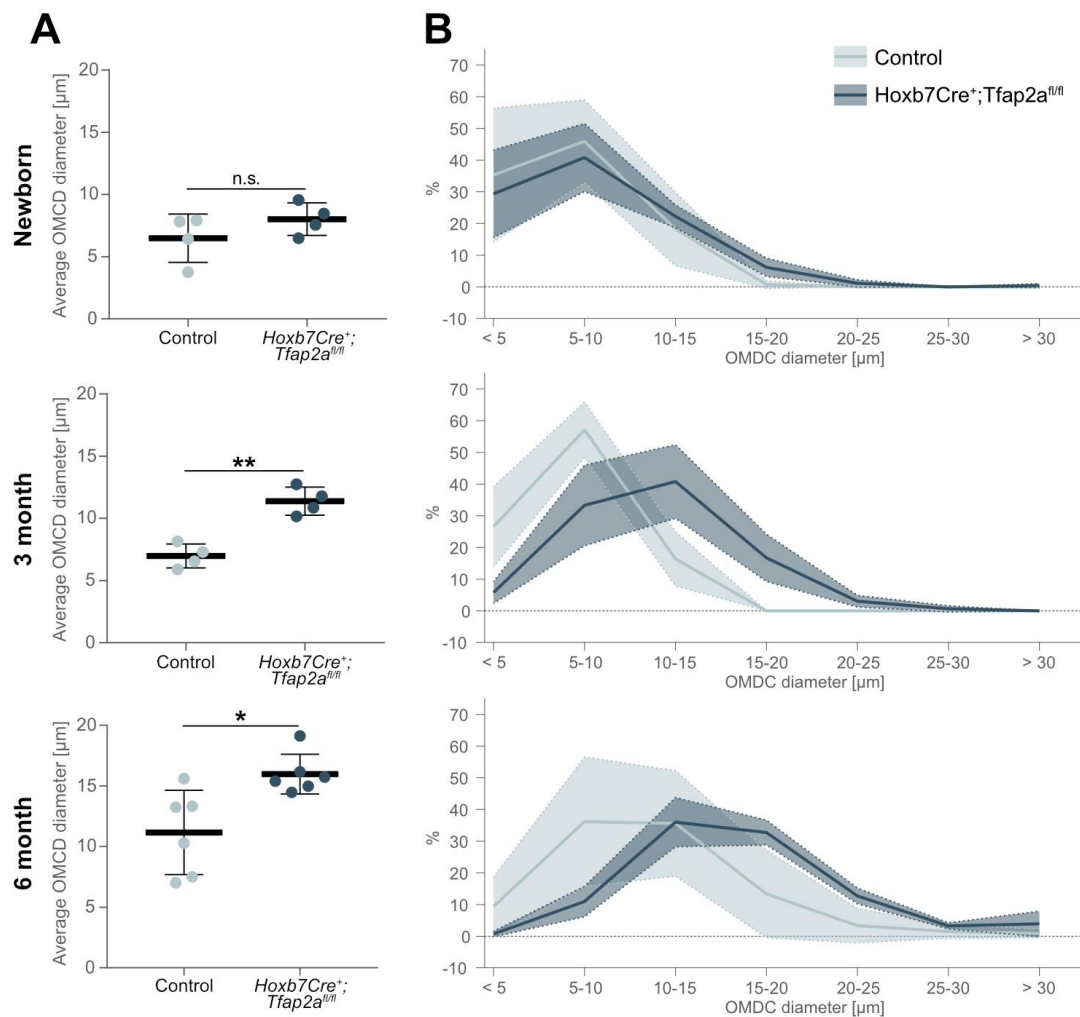

**Supplemental Figure S4: Outer medullary collecting duct tubule diameter of control and *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* mice at different ages.**

**(A)** Measurements of average outer medullary collecting duct (OMCD) diameter for newborn, 3-, and 6-month-old control and *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* mice. Data are expressed as mean  $\pm$  standard deviation (SD).  $n \geq 4$  mice per group. Statistical significance was determined using a two-tailed t-test, without assuming a consistent SD. n.s. – not significant,  $p < 0.05^*$ ,  $p < 0.01^{**}$ . **(B)** Percentage of outer medullary collecting ducts within a given diameter range for the same newborn, 3-, and 6-month-old control and *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* mice as in A. Solid lines represent means, dotted lines and shadowed areas the respective SD.

# SUPPLEMENTAL FIGURE S5

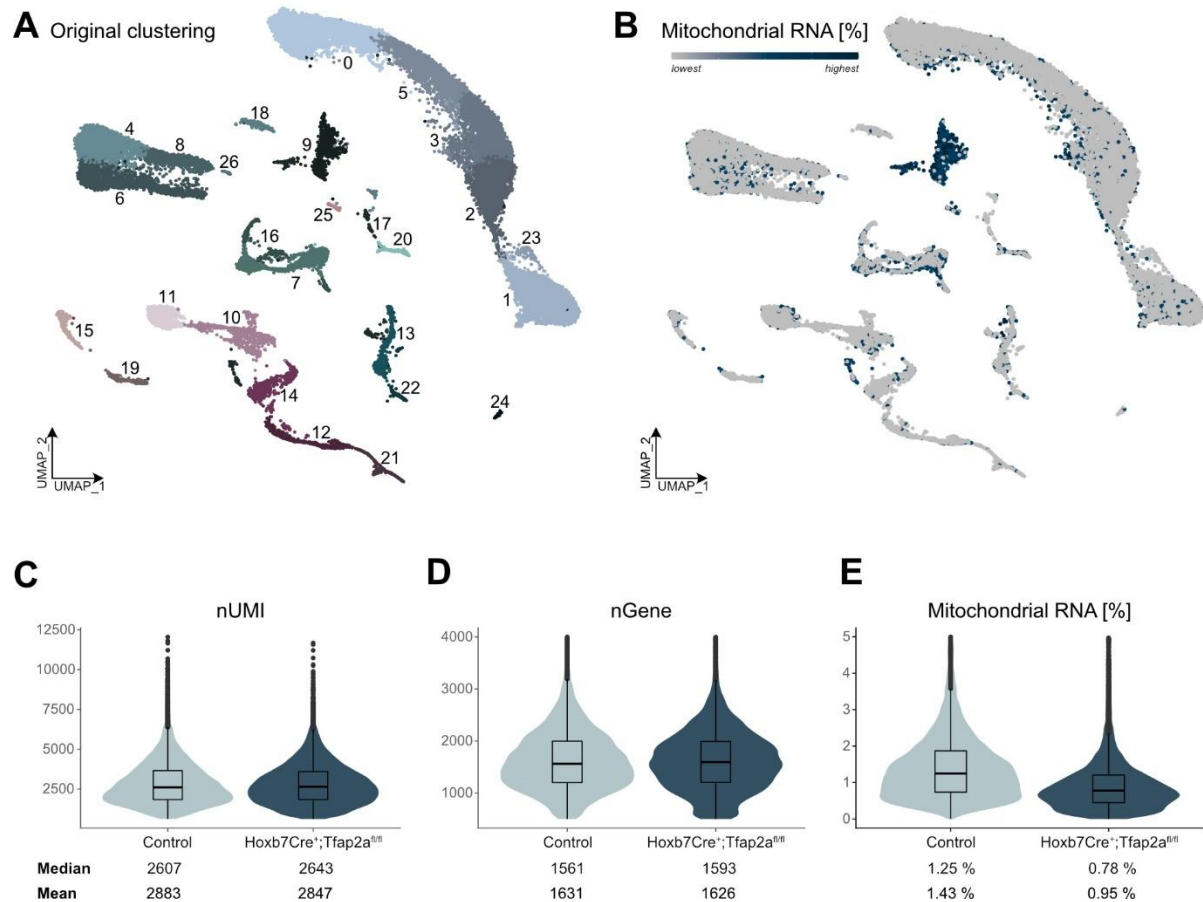

## Supplemental Figure S5: Original clustering and quality control for kidney single nucleus RNA-sequencing of control and *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* mice.

(A) Uniform manifold approximation and projection (UMAP) of original clustering for the single-nucleus RNA-sequencing dataset of control and *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* mice with 27 cluster in total representing 27,341 nuclei (n = 2 mice per group). Nuclei with less than 500 or more than 4000 genes and more than 5 % mitochondrial RNA have been excluded. 

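Among the 10000 barcodes with most UMIs per library, 1852 and 4549 in the control mice and 1883 and 3801 in the knockout mice had fewer than 500 genes. Between 13 and 36 barcodes per library had over 4000 genes, 2, 0, 11 and 0 had exactly 500 or 4000 genes and were left out too, and 373, 8, 94 and 4 of the others had 5% or more mitochondrial UMIs, in the order control mouse 1, control mouse 2, knockout mouse 1 and knockout mouse 2.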

(B) Feature plot displaying expression of mitochondrial RNA. Grey – lowest expression, dark blue – highest expression (5 %). (C) Distribution, median, and mean of unique molecular identifiers (nUMI) detected per nucleus in control and *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* mice. 

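The mean number of UMIs per nucleus was 2820 and 2973 in the control mice and 2710 and 3025 in the knockout mice, and the median was 2584 and 2645 against 2505 and 2797.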

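The median number of genes per nucleus was 1556 and 1569.5 in control mice 1 and 2, and 1548 and 1646 in knockout mice 1 and 2.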

(D) Distribution, median, and mean number of genes (nGene) detected per nucleus in control and *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* mice. (E) Distribution, median, and mean percent of mitochondrial RNA reads detected per nucleus in control and *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* mice.

## SUPPLEMENTAL FIGURE S6

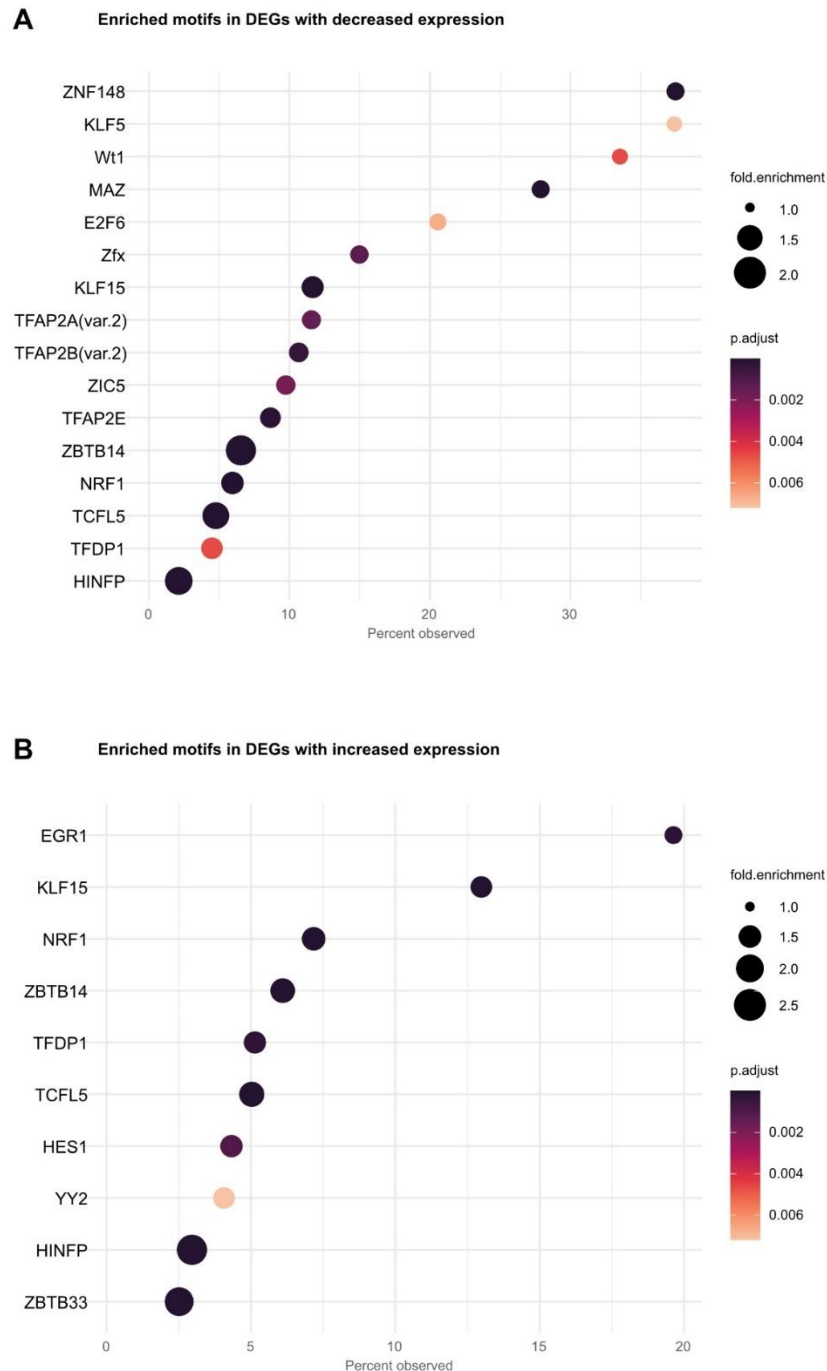

**Supplemental Figure S6: Enriched motifs in open chromatin regions associated with differentially expressed genes in outer medullary collecting duct cells.**

**(A)** Enriched motifs in open chromatin regions associated with genes with decreased expression in outer medullary collecting duct cell of *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* mice when compared to control littermates. **(B)** Enriched motifs in open chromatin regions associated with genes with increased expression in outer medullary collecting duct cell of *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* mice when compared to control littermates. Motifs are sorted by observed frequency (= percent of open chromatin regions containing motif). Colors represent the adjusted p-value for motif enrichment; dot size indicates the fold enrichment in comparison to the background data set.

**SUPPLEMENTAL TABLE S1: Differentially accessible chromatin regions in collecting duct principal cells.**

List of differentially accessible regions (DAR) significantly enriched (adjusted p value < 0.01) with an average log 2 foldchange > 2 in collecting duct principal cells when compared to other kidney cell types (n = 1,933). **This table is provided as an Excel file.**

**SUPPLEMENTAL TABLE S2: Enriched motifs in differentially accessible chromatin regions of collecting duct principal cells.**

Enriched transcription factor motifs (p.adjust<0.05, foldchange > 1.5) within collecting duct principal cell DAR as identified by Signac. **This table is provided as an Excel file.**

**SUPPLEMENTAL TABLE S3: Differentially activated motifs in collecting duct principal cells.**

List of differentially activated motifs and their associated genes as calculated with chromVAR (p < 0.01). **This table is provided as an Excel file.**

**SUPPLEMENTAL TABLE S4: Correlation analysis of differential transcription factor chromVAR activity and gene expression in broad cell types.**

Correlation analysis for all TF-motif combinations in all cell types. Only cell types with significant differential expression or chromVAR activity are included in the list (p < 0.05). **This table is provided as an Excel file.**

**SUPPLEMENTAL TABLE S5: Tfap2a motif containing differentially accessible chromatin regions of collecting duct principal cells and their associated genes.**

Differentially accessible open chromatin regions in collecting duct principal cells were filtered for the presence of *Tfap2a* motifs (n = 625). **This table is provided as an Excel file.**

**SUPPLEMENTAL TABLE S6: Enriched biological processes for predicted Tfap2a target gene set.**

Gene ontology analysis for predicted Tfap2a target gene set performed with clusterProfiler (pAdjustMethod = "fdr", pvalueCutoff = 0.05, qvalueCutoff = 0.05, minGSSize = 2). **This table is provided as an Excel file.**

**SUPPLEMENTAL TABLE S7**

**Plasma creatinine, plasma urea, and blood gas analysis in adult *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* and control mice under baseline conditions.**

| Control<br>(n ≥ 6) |    | <i>Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup></i><br>(n ≥ 4) |    | p-value |
|--------------------|----|---------------------------------------------------------------|----|---------|
| Mean               | SD | Mean                                                          | SD |         |

| Plasma creatinine and urea (baseline) |        |        |        |       |        |        |
|---------------------------------------|--------|--------|--------|-------|--------|--------|
| Creatinine                            | mg/dl  | 0.0963 | 0.0343 | 0.084 | 0.0502 | 0.5710 |
| Urea                                  | mg/dl  | 48.57  | 11.08  | 49.88 | 7.335  | 0.8315 |
| Blood gas analysis (baseline)         |        |        |        |       |        |        |
| Na <sup>+</sup>                       | mmol/l | 145    | 1.07   | 146   | 1.22   | 0.223  |
| K <sup>+</sup>                        | mmol/l | 4.4    | 0.48   | 5.6   | 0.38   | 0.007  |
| iCa                                   | mmol/l | 1.35   | 0.05   | 1.36  | 0.06   | 0.722  |
| Glu                                   | mg/dl  | 212    | 26.98  | 183   | 41.87  | 0.332  |
| Hct                                   | %PCV   | 44     | 0.75   | 45    | 1.22   | 0.438  |
| Hgb                                   | g/dl   | 15.1   | 0.25   | 15.3  | 0.41   | 0.501  |
| pH                                    |        | 7.25   | 0.1    | 7.2   | 0.12   | 0.6    |
| pCO <sub>2</sub>                      | mmHg   | 55.9   | 16.77  | 65.3  | 17.85  | 0.485  |
| pO <sub>2</sub>                       | mmHg   | 41.8   | 23.55  | 24.3  | 6.53   | 0.166  |
| TCO <sub>2</sub>                      | mmol/l | 25.5   | 3.30   | 26.5  | 2.5    | 0.624  |
| HCO <sub>3</sub>                      | mmol/l | 23.7   | 3.1    | 24.55 | 2.15   | 0.66   |
| BE                                    | mmol/l | -3.5   | 3.45   | -3.5  | 2.29   | 1      |
| sO <sub>2</sub>                       | %      | 56     | 33     | 33    | 20     | 0.246  |

Creatinine and urea were determined in blood plasma samples of 3-month-old mice. Blood gas parameter were determined in fresh whole blood samples of 2–3-month-old mice using the iStat as described in the methods section. Values represent mean  $\pm$  standard deviation (SD). Statistical significance was determined using a two-tailed t-test, without assuming a consistent SD.

Na<sup>+</sup> – Sodium, K<sup>+</sup> – potassium, iCa – ionized calcium, Glu – glucose, Hct – hematocrit, Hgb – hemoglobin, pH – blood pH, pCO<sub>2</sub> – partial pressure of carbon dioxide, pO<sub>2</sub> – partial pressure of oxygen, TCO<sub>2</sub> – total amount of carbon dioxide, HCO<sub>3</sub> – hydrogen carbonate, BE – base excess, sO<sub>2</sub> – oxygen saturation.

#### SUPPLEMENTAL TABLE S8

Urinary electrolyte excretion of adult *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* and control mice under baseline and thirsting conditions.

|            |       | Control  |       | <i>Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup></i> |       |         |
|------------|-------|----------|-------|----------------------------------------------------|-------|---------|
|            |       | (n ≥ 11) |       | (n ≥ 13)                                           |       |         |
|            |       | Mean     | SD    | Mean                                               | SD    | p-value |
| Baseline   |       |          |       |                                                    |       |         |
| Creatinine | mg/dl | 21.31    | 6.417 | 20.46                                              | 4.139 | 0.6960  |

|                     |        |         |        |         |         |        |
|---------------------|--------|---------|--------|---------|---------|--------|
| Urea                | mg/dl  | 4105    | 1140   | 3508    | 850.3   | 0.1491 |
| Sodium              | mmol/l | 87.83   | 23.86  | 83.2    | 19.39   | 0.5973 |
| Potassium           | mmol/l | 122.3   | 25.4   | 117.3   | 29.97   | 0.6596 |
| Chloride            | mmol/l | 84.81   | 21.85  | 77.44   | 18.04   | 0.3652 |
| Calcium             | mg/dl  | 7.44    | 4.019  | 6.001   | 1.631   | 0.2505 |
| Magnesium           | mg/dl  | 28.63   | 7.025  | 23.83   | 6.464   | 0.0875 |
| Phosphate           | mg/dl  | 208     | 80.24  | 217.3   | 73.2    | 0.7646 |
| <b>Thirst (24h)</b> |        |         |        |         |         |        |
| Creatinine          | mg/dl  | 27.315  | 11.3   | 31.445  | 14.72   | 0.4543 |
| Urea                | mg/dl  | 4184    | 1330   | 4761    | 1921    | 0.4045 |
| Sodium              | mmol/l | 103.049 | 35.393 | 106.739 | 40.403  | 0.8179 |
| Potassium           | mmol/l | 131.645 | 32.392 | 135.644 | 31.5    | 0.7693 |
| Chloride            | mmol/l | 94.704  | 32.26  | 98.417  | 37.711  | 0.8016 |
| Calcium             | mg/dl  | 19.43   | 8.988  | 13.78   | 6.594   | 0.1122 |
| Magnesium           | mg/dl  | 27.857  | 13.282 | 26.362  | 13.621  | 0.8000 |
| Phosphate           | mg/dl  | 216.206 | 86.506 | 240.146 | 103.467 | 0.5519 |

3-month-old *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* mice and littermate controls were kept in metabolic cages for 24 h under water ad libitum (baseline) or without water (thirst). Values represent mean  $\pm$  standard deviation (SD). Statistical significance was determined using a two-tailed t-test, without assuming a consistent SD.

**SUPPLEMENTAL TABLE S9**

**Urinary concentration ability of adult *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* and control mice under baseline and thirsting conditions.**

|                  |                                                | n  | Mean  | SD     | p-value |
|------------------|------------------------------------------------|----|-------|--------|---------|
| Baseline (24h)   |                                                |    |       |        |         |
| Drinking volume  | Control                                        | 14 | 0.058 | 0.0387 | 0.5645  |
| [ml/g bw/24h]    | Hoxb7Cre <sup>+</sup> ;Tfap2a <sup>fl/fl</sup> | 13 | 0.067 | 0.0378 |         |
| Urinary output   | Control                                        | 14 | 61.87 | 29.14  | 0.8161  |
| [μl/g bw/24h]    | Hoxb7Cre <sup>+</sup> ;Tfap2a <sup>fl/fl</sup> | 13 | 64.47 | 26.11  |         |
| Osmolality       | Control                                        | 14 | 1275  | 263.8  | 0.3724  |
| [mosmol/kg]      | Hoxb7Cre <sup>+</sup> ;Tfap2a <sup>fl/fl</sup> | 13 | 1169  | 313.8  |         |
| Body weight loss | Control                                        | 14 | 13.12 | 5.013  | 0.9434  |
| [%]              | Hoxb7Cre <sup>+</sup> ;Tfap2a <sup>fl/fl</sup> | 13 | 13.27 | 5.376  |         |
| Thirst (24h)     |                                                |    |       |        |         |
| Urinary output   | Control                                        | 11 | 44.56 | 18.78  | 0.1746  |
| [μl/g bw/24h]    | Hoxb7Cre <sup>+</sup> ;Tfap2a <sup>fl/fl</sup> | 14 | 33.59 | 18.29  |         |
| Osmolality       | Control                                        | 11 | 1362  | 411.3  | 0.6340  |
| [mosmol/kg]      | Hoxb7Cre <sup>+</sup> ;Tfap2a <sup>fl/fl</sup> | 14 | 1453  | 500.0  |         |
| Body weight loss | Control                                        | 11 | 20.04 | 4.1832 | 0.9762  |
| [%]              | Hoxb7Cre <sup>+</sup> ;Tfap2a <sup>fl/fl</sup> | 14 | 19.98 | 4.9534 |         |

Daily drinking volume, urinary output, osmolality, and body weight loss were determined in 3-month-old *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* mice and littermate controls. Mice were kept in metabolic cages for 24 h with water ad libitum (baseline) or without water (thirst). Urinary output and drinking volume were normalized to body weight (bw). Values represent mean ± standard deviation (SD). Statistical significance was determined using a two-tailed t-test, without assuming a consistent SD.

**SUPPLEMENTAL TABLE S10: Single-nucleus RNA-sequencing of *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* and control mice.**

Sample information and cell type abundances for *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* and control mice. **This table is provided as an Excel file.**

**SUPPLEMENTAL TABLE S11: Expressed genes in broad kidney cell type clusters and subclustered collecting duct principal cells in *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* versus control mice.**

Expressed genes calculated with "FindMarkers" function in Seurat for each cell type (min.pct = 0.05 for broad cell types, min.pct = 0.01 for CD-PC subcluster (only tests genes that are detected in a minimum fraction of 5 % or 1 % of cells in either knockout or control samples), logfc.threshold = 0.25 (limits testing to genes which show, on average, at least 0.25-fold difference (log-scale) between knockout and control), test used to identify differentially expressed genes between knockout and control = Wilcoxon Rank Sum test). Thresholds to be considered differentially expressed genes: p-value < 0.05; foldchange  $\pm$  1.3. **This table is provided as an Excel file.**

**SUPPLEMENTAL TABLE S12: Gene ontology analysis for deregulated genes in outer medullary collecting duct principal cells.**

Gene ontology analysis for genes deregulated in *Tfap2a*-deficient outer medullary collecting duct cells performed with clusterProfiler (pAdjustMethod = "fdr", pvalueCutoff = 0.05, qvalueCutoff = 0.05, minGSSize = 2). **This table is provided as an Excel file.**

**SUPPLEMENTAL TABLE S13: In silico ChIP-Seq analysis.**

Open chromatin regions associated with differentially expressed genes were filtered for the presence of at least one *Tfap2a* motif (regions = 1386; individual genes = 218). **This table is provided as an Excel file.**

**SUPPLEMENTAL TABLE S14: Expressed genes in whole kidney samples of *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* versus control mice.**

Expressed genes as identified in bulk RNA-sequencing (RNAseq) from whole kidney samples using DESeq2: Whole kidney samples of 4 control versus 4 knockout (*Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>*) animals  
Wald test for differential expression testing; Benjamini and Hochberg method for multiple testing correction. Thresholds set to be considered differentially expressed genes: Gene count (baseMean)  $\geq$  5, P-value < 0.05, Adjusted P-value < 0.05, Foldchange  $\pm$  1.3. **This table is provided as an Excel file.**

**SUPPLEMENTAL TABLE S15: Gene ontology analysis for deregulated genes in whole kidney bulk RNAseq.**

Gene ontology analysis for genes deregulated in *Hoxb7Cre<sup>+</sup>;Tfap2a<sup>fl/fl</sup>* whole kidney bulk RNAseq samples. Enriched pathways were analyzed using the `enrichGO()` function, enriched biological pathways were determined separately for genes up- and downregulated in the respective dataset. Adjustments of p-values were calculated using the false discovery rate. Terms with a p- and q-value cutoff < 0.05 were considered significant. **This table is provided as an Excel file.**

**REFERENCES**

- (1) Gerhardt, L. M. S.; Koppitch, K.; van Gestel, J.; Guo, J.; Cho, S.; Wu, H.; Kirita, Y.; Humphreys, B. D.; McMahon, A. P. Lineage Tracing and Single-Nucleus Multiomics Reveal Novel Features of Adaptive and Maladaptive Repair after Acute Kidney Injury. *J Am Soc Nephrol* **2023**, 34 (4), 554–571. <https://doi.org/10.1681/ASN.0000000000000057>.

How the deposited data were processed for this re-analysis (not part of the article)

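Single-nucleus RNA-seq was measured in kidney medulla of 4 male mice, 2 Cre-negative controls and 2 *Hoxb7Cre+;Tfap2a fl/fl* mice, with 1 library per mouse. The authors made the libraries with the 10x Chromium 3' kit and counted UMIs with Cell Ranger against the mouse genome mm10; the deposited files hold raw UMI counts for 31053 genes in 6794880 barcodes per library, empty droplets included, with no normalization. Only these counts were used.

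In each library the 10000 barcodes with most UMIs were kept, then those with over 500 and under 4000 genes and under 5% mitochondrial UMIs, which follows the study's methods. The details of this rule were settled after the numbers of nuclei were set beside those in Supplemental Table 10, so equal numbers are not independent evidence. Genes in fewer than 3 nuclei were left out of clustering. Nuclei were integrated and clustered with Seurat 5.3.0 (R 4.3.3) with 2000 variable genes, 30 dimensions and a resolution of 0.5, where the study used an earlier version of Seurat. Clusters were named from marker lists fixed before the data were examined, as were the tests, the covariates, the rule for named genes and most alternatives. After the clusters were seen, the following limits were set: the marker thresholds; damaged clusters, with over 2 times the median mitochondrial percentage and under 0.5 of the median UMIs of their library; mixed clusters, with 85% of the markers of classes that do not adjoin; and the Aqp3-high subcluster, with *Aqp3* of at least 50% of the highest level and *Scnn1b* in at least 25% of nuclei. Damaged, mixed and unnamed clusters were left out of tests of expression, as were damaged and mixed CD-PC subclusters from the tests within CD-PCs. The CD-PC share and the tests of CD-PCs as 1 of the broad classes (values of *Tfap2a* by class, specificity, sets of genes) use all 1475 CD-PC nuclei; the alternative over CD-PC nuclei in place of the Aqp3-high subcluster uses those of the 5 subclusters kept.

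UMIs were summed per mouse and class, and genes with at least 10 UMIs over the 4 mice were tested with edgeR 4.0.16, by TMM normalization and edgeR's quasi-likelihood test on genotype without other covariates, with Benjamini-Hochberg adjustment over the genes tested. Adjusted p-values under 0.05 were called. Shares of nuclei were tested in the same way on nuclei per class. Specificity of *Tfap2a*, *Wnt9b* and *Alcam* was tested over class sums of the control mice with the mouse as a term, as a contrast with the mean of the fitted log2 levels of the other classes, which is not the log2 ratio of mean levels. Sets of genes were tested with camera and fry of limma 3.58.1. The difference of a change between the Aqp3-high subcluster and IMCD was tested as an interaction, a test chosen after the data were seen. With 2 mice against 2, exact permutation tests have no power, so p-values rest on the model of edgeR. Tested on simulated data were the tests in the Aqp3-high subcluster, IMCD, proximal tubule and endothelial cells, the difference test, the specificity test of CD-PCs and the set tests in the Aqp3-high subcluster; those of other classes were not. In the difference test 36.4% of 357 changed genes were recovered with 3 false calls among 9436. The specificity test recovered 80% of 200 genes, but 18 of its 178 calls among 18247 genes were false, more than the adjusted p of 0.05 allows for. Of 50 sets of 300 genes shifted down by a log2 of 0.3, camera found 50 and fry 48, and of 50 sets left unchanged, 0 and 5. The simulated genes varied independently, so these numbers do not tell how the tests behave for correlated genes. The shift was also larger than the median of -0.09 that the genes of Supplemental Table 5 had in this subcluster.

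The genes named are *Tfap2a*, *Tfap2b*, *Wnt9b* and *Alcam*, those the paper's text names for these data, and in each class up to 5 genes per direction with the largest change among those called and changed the same way in all 4 pairs of a knockout and a control mouse. Genes named outside this rule were chosen after their values were seen, and so was the limit of 8 classes for genes changed in many classes.

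Alternatives were DESeq2 1.42.0, no TMM, edgeR's filterByExpr, no filter on low counts, the replicate number as a block, the CD-PC nuclei of the subclusters kept, CCD and Aqp3-high nuclei together, clusters without integration, a resolution of 0.8 (0.4 for CD-PCs), under 1% mitochondrial UMIs, called doublets left out, free RNA subtracted, an adjusted p under 0.1, a log2 fold change of 1.3, a Wilcoxon test over pooled nuclei and each mouse left out in turn. Doublets were called from 2 simulated doublets per nucleus at 0.8% per 1000 nuclei, a rate chosen after the data were seen, which called 479, 236, 512 and 305 nuclei in control mice 1 and 2 and knockout mice 1 and 2. The profile of free RNA came from barcodes under 100 UMIs. The scale of the fold threshold of the Wilcoxon test was set after the study's tables were compared. Tables of the study that were only partly in the copy used were not compared gene by gene, except for podocytes and deep medullary epithelium.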

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

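The tests in this part that were chosen only after the result was seen are the test of the difference between the Aqp3-high subcluster and IMCD, its 4 alternatives, the tests of called doublets, of nuclei with many UMIs, of a change in many nuclei and of free RNA for *Wnt9b*, and the tests of loss of *Tfap2a* within the cell; the other tests on *Sgcz*, Gm6213, *Npas3* and *Col5a2* were prompted by these genes, but what they would show was written down before they were run.

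For 4 genes the change between genotypes differed between the Aqp3-high subcluster and IMCD at an adjusted p under 0.05, by a test of the difference of the log2 fold changes over 9838 genes. The difference was -7.85 for *Abca13* (adjusted p = 8.76e-06), -5.62 for *Slc12a3* (adjusted p = 0.000222), -4.003 for *Egf* (adjusted p = 0.00106) and -3.03 for *Slc12a1* (adjusted p = 0.00243), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In all 4 pairs of a knockout and a control mouse, *Abca13* and *Slc12a3* were lower in the Aqp3-high subcluster and higher in IMCD. Some of these pairs rest on few nuclei. In the Aqp3-high subcluster *Slc12a3* had 4 and 40 UMIs in the control mice, the 40 from 3 nuclei, and 4 and 1 in the knockout mice. In IMCD of knockout mouse 2, *Abca13* had 14 UMIs from 1 of 111 nuclei. In knockout mouse 1 it had 61 UMIs from 10 of 117 nuclei. These 4 genes are abundant in thick ascending limb or distal convoluted tubule, and the 5 nuclei per library with most UMIs held at least 84.0% of the UMIs of each of them in the class and genotype where it was highest. For *Slc12a3* in IMCD a change in many nuclei is argued against: 5.26% of the nuclei of the knockout mice had a UMI of it (9 of 117 and 3 of 111) and 4.56% of those of the control mice (11 of 219 and 10 of 242), where a rise in UMIs per nucleus to 10.5 times as many would need 38.7% if spread over nuclei as in the control mice. For *Slc12a1* in the Aqp3-high subcluster, the 5 nuclei per library with most UMIs of it held most of the fall. Outside them the control mice had 46 UMIs and the knockout mice 12, a ratio of 2.57 per nucleus where it was 12.5 over all nuclei. These nuclei were picked by their UMIs of the gene, which shrinks the ratio of any unevenly spread gene. A UMI of it was in 24.6% and 25.8% of nuclei of the control mice and in 19.1% and 12.2% of those of the knockout mice. The ratio therefore cannot decide on a change in many nuclei. What sets the few nuclei with most UMIs of these 2 genes apart stays open. For *Egf* and *Abca13* a few such nuclei cannot be told apart from a change in more nuclei either. The limit for their share was set with the shares in view. In the Aqp3-high subcluster outside these nuclei, *Egf* had 49 UMIs in the control mice and 9 in the knockout mice. This was a ratio of 3.65 per nucleus, where it was 11.7 over all nuclei. For *Abca13* few UMIs were left there, 4 and 0. Without called doublets the difference of *Abca13* stayed at -7.52, within its standard error of 0.82. This argues against called doublets as the whole cause of the difference. Its adjusted p by edgeR's quasi-likelihood test was then 0.112 (from 5.67e-08 to that value over its alternatives). In the Aqp3-high subcluster alone the log2 fold change of *Abca13* shrank from -4.81 to -3.50, with 1 and 0 UMIs in the knockout mice. Called doublets therefore stay open as part of the cause there. The differences of *Slc12a3*, *Egf* and *Slc12a1* shrank, the smallest to -1.74, and none of the 4 genes kept an adjusted p under 0.05, so called doublets stay open as part of the cause for these 3 genes.

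For *Wnt9b* the difference between the Aqp3-high subcluster and IMCD was -1.54, which had an adjusted p under 0.05 only over the list of 4 genes named in the paper and not over all genes. With the free RNA of empty droplets subtracted, the log2 fold change in the Aqp3-high subcluster was -1.18, so free RNA is argued against as its cause. Loss of *Tfap2a* in the knockout mice stays open as the biological explanation, and so does a difference between the 4 mice that is unrelated to genotype.

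Outside the genes that the paper discusses, 5 genes changed the same way at an unadjusted p under 0.05 in 8 or more of the 12 broad classes: AC149090.1 was lower in 11 classes, *Arntl* lower in 8, *Dbp* higher in 9, *Per2* higher in 10 and *Ranbp3l* lower in 8. Of the 3 splits of the 4 libraries into 2 against 2, 2 gave as many such genes; the split by replicate number gave 305. With 3 splits no share under 0.05 can be reached, so the number of such genes cannot be told apart from what other splits give. *Arntl*, *Dbp* and *Per2* are genes of the daily clock. *Per2* was at least 1.41 higher on the log2 scale in each of proximal tubule, thick ascending limb, thin limb and endothelial cells, where *Hoxb7Cre* is not active, which argues against loss of *Tfap2a* within the cell. Among clock genes that had not been looked at before, evening genes rose more than morning genes in these 4 classes, by a difference of at least 0.88. Of these morning genes only 2 were tested in thin limb and 3 in endothelial cells, with 1 lower in each and medians of 0.32 and 0.21. With the morning genes already seen added, 3 of 4 were lower in thin limb (median -0.97) and 2 of 4 in endothelial cells (median -0.53). Outside these 4 classes, the difference among the genes not looked at before was -0.07 in IMCD and 0.13 in intercalated cells. In the remaining classes with a value it lay between 0.65, in distal convoluted tubule, and 2.34, in connecting tubule. The limit set for this test before it was run, a difference over 0.5 in most of the 4 classes, was met. A fall of the morning genes not looked at before was not met in 2 of them, on the few genes tested there. A time of collection that differed between the genotypes is therefore a candidate explanation met in part. The mice were uneven in this: in thick ascending limb *Per2* was at 7.69 and 12.5 CPM in the control mice and at 26.8 and 122 CPM in the knockout mice, and *Nr1d1* in proximal tubule was at 38.6 and 17.4 CPM against 39.4 and 8.40 CPM, which follows the replicate number. No explanation was tested for AC149090.1 and *Ranbp3l* alone.

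Further genes that the paper does not discuss had an adjusted p under 0.05 in classes outside the collecting duct, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, each in the same direction in both mice of a genotype. In endothelial cells Gm6213 had 40 and 23 UMIs against 0 and 0 (at least 17.8-fold lower; fitted log2 fold change -7.86, adjusted p = 0.00275), *Sgcz* 52 and 27 against 2 and 2 (-3.95, adjusted p = 0.00291) and *Zbtb16* 133 and 40 against 329 and 264 (2.18, adjusted p = 0.0153). In proximal tubule *Npas3* had 3089 and 1276 UMIs against 21 and 23 (-6.91, adjusted p = 0.0164). In thick ascending limb *Col5a2* had 1 and 0 UMIs against 195 and 194 (8.47, adjusted p = 0.00758; ratio 444, 95% counting interval 79.3 to 17600), and *Sgcz* 5027 and 5674 against 100 and 280 (-4.70, adjusted p = 0.0363). *Sgcz* was lower in all 9 broad classes in which it was tested, with an unadjusted p under 0.05 in 7 of them, CD-PCs (-3.43) among them.

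For *Sgcz*, Gm6213, *Npas3* and *Col5a2*, loss of *Tfap2a* within these cells is argued against by its level, at most 8.05 CPM in these classes of the control mice. A kind of nuclei missing from thick ascending limb is argued against because 0 other genes of 100 CPM or more fell at least 4-fold with *Sgcz*. For *Sgcz* in endothelial cells, 74.7% of the UMIs of the control mice were left with the free RNA subtracted (59 of 79), which argues against free RNA there; free RNA was not tested for its fall in the other classes. A stretch of chromosome that differed between the genotypes would go with *Sgcz* and Gm6213, which lie near each other on chromosome 8 (from 37517840 to 38661705 and from 39297980 to 39368268). As these genes prompted the test, chromosome 8 was left out of it; the 23 strongly changed genes elsewhere held 2 pairs of neighbors, *Gm4841* with *Iigp1* and *Akap6* with *Npas3*, and 143 of 1000 random draws gave as many. As *Npas3* is itself 1 of the genes to be explained, the test is not independent of them, and this explanation stays open. Strain background and parents were not tested; the paper describes the controls as littermates. No explanation was tested for *Zbtb16*.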

How the results depend on the processing

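The higher resolution, the shares without damaged and mixed CD-PC subclusters, all settings of the difference between the Aqp3-high subcluster and IMCD, and the fits of *Slc12a3* in IMCD that left out a mouse were chosen after the data were seen; the other alternatives were not.

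For the number of genes in the Aqp3-high subcluster with an adjusted p under 0.05, 5 lower and 3 higher as designed, DESeq2 gave 2 lower and 4 higher, no filter on low counts 15 and 23, CD-PC nuclei of the 5 subclusters kept 0 and 0, CCD and Aqp3-high nuclei together 2 and 0, clusters without integration 3 and 0, under 1% mitochondrial UMIs (where control mouse 1 has 7 nuclei) 6 and 12, no called doublets 1 and 2, free RNA subtracted 6 and 6, the higher resolution 7 and 8, and an adjusted p under 0.1 7 and 11. At the study's thresholds the 238 lower and 203 higher genes became 34 and 51 with DESeq2, 143 and 148 with filterByExpr, 337 and 240 without a filter on low counts, 342 and 290 with the replicate block, 114 and 186 over the kept CD-PC nuclei, 195 and 169 with CCD and Aqp3-high nuclei together, 153 and 243 with under 1% mitochondrial UMIs, and 121 and 92 at a log2 fold change of 1.3. In IMCD the 1 gene became 11 without a filter on low counts and 0 without called doublets, and the genes shared with the Aqp3-high subcluster went from 0 (23 at an unadjusted p under 0.05) to 5 without that filter. The cause was not tested.

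*Tfap2a* changed sign in the Aqp3-high subcluster's place over the kept CD-PC nuclei (0.15) and over CCD and Aqp3-high nuclei together (0.016), *Wnt9b* and *Abca13* over the kept CD-PC nuclei (0.22 and 0.82). Of the 8 genes named in the Aqp3-high subcluster, DESeq2, clusters without integration, called doublets left out and other sets of nuclei most often lost the adjusted p under 0.05, and *Ranbp3l* kept it under 11 of 12 alternatives. The cause was not tested.

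The number of broad classes with another share, 1 as designed, was 0 without integration, with under 1% mitochondrial UMIs, without proximal tubule nuclei and with TMM. Thinning each nucleus to 1500 UMIs gave log2 ratios of the mean percent of nuclei over classes of 5.83 for *Wnt9b* and 1.06 for *Alcam*, which are on another scale than the fold changes of sums.

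Across the 4 fits that each left out 1 mouse, log2 fold changes ranged from -0.51 to 0.072 for *Tfap2a*, -1.3 to -0.97 for *Wnt9b*, -1.07 to -0.29 for *Alcam*, 0.40 to 0.80 for *Tfap2b*, -1.29 to -0.34 for the CD-PC share, -4.57 to -3.02 for *Slc12a1*, -5.21 to -2.98 for *Egf*, -2.75 to -1.90 for *Ranbp3l*, -1.90 to -1.67 for *Mgll*, 1.62 to 2.35 for *Calb1*, 2.36 to 2.87 for *Stc1*, 1.35 to 1.72 for *Slc8a1*, and 3.28 to 3.58 for *Slc12a3* in IMCD. *Abca13* ranged from -6.13 to -4.66 over 3 fits, and without knockout mouse 1 it gave no value, since the knockout mouse left had 0 UMIs.

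Mice of the 2 genotypes share replicate numbers, and nothing in the labels or the paper says that a number marks a litter or batch. The deviations of same-numbered mice from their group means had correlations of 0.354 in the Aqp3-high subcluster, 0.567 in IMCD, 0.602 in proximal tubule and 0.682 in thick ascending limb, but 2 pairs cannot establish a pairing. With the replicate block the genes with an adjusted p under 0.05 were 27 lower and 31 higher in the Aqp3-high subcluster, 33 in IMCD and 9 in both, 4 broad classes changed their share, and the CD-PC share had a log2 fold change of -0.82 with an adjusted p of 0.0468 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (from that value to 0.384 over its alternatives).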

Differences from the paper's values

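In the CCD subcluster, knockout mouse 1 had 44 nuclei here against the paper's 67. It had 36 without integration, 19 with under 1% mitochondrial UMIs and 40 without called doublets, so none of these brought it to the paper's number.

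The paper states that cell types had similar abundances in control and knockout kidneys. Here the share of deep medullary epithelium of the pelvis had a log2 fold change of -1.47 with an adjusted p of 0.0289 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and under the replicate block 4 classes had an adjusted p under 0.05. Without integration, with under 1% mitochondrial UMIs, without proximal tubule nuclei and with TMM, 0 classes had one, and at an unadjusted p under 0.05 there were 4, 1, 2 and 1.

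The paper describes *Wnt9b* and *Alcam* as lower in OMCDs of knockout mice, both from these nuclei and from RNAscope in situ hybridization on kidney sections. Only the nuclei were looked at here, so the hybridization result was not tested. Here neither had an adjusted p under 0.05 in the Aqp3-high subcluster under any setting; over 12 alternatives the adjusted p lay between 0.281 and 0.9999 for *Wnt9b* and between 0.779 and 1 for *Alcam*, by edgeR's quasi-likelihood test or DESeq2. At an unadjusted p under 0.05, *Wnt9b* was lower as designed, and it passed the study's thresholds in the Wilcoxon test over pooled nuclei, with a log2 fold change of -0.47. *Alcam* did not pass there, as the size of its log2 fold change over pooled nuclei was under the 0.25 needed for testing. *Alcam* had an unadjusted p under 0.05 with the replicate block and with CCD and Aqp3-high nuclei together.

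The paper gives 241 lower and 260 higher genes in OMCDs. Here 238 and 203 passed an unadjusted p under 0.05 and a fold change of 1.3 by edgeR's quasi-likelihood test on sums per mouse. With a log2 fold change of 1.3, as the paper's text has it, 121 and 92 passed. The study's own method, a Wilcoxon test over pooled nuclei, gave 187 and 212 here, so the nearness of 238 to 241 compares unlike tests.

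In the study's table for podocytes, 1999 of the 1999 genes in the copy used had the opposite sign to the log2 fold change of pooled nuclei here. That copy leaves out 1212 rows of the table. In the tables of the other classes compared, nearly all genes had the same sign. These were 246 of 246 in proximal tubule, 783 of 792 in thin limb and 1514 of 1515 in deep medullary epithelium, for instance.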

Other observations

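The test in this part that was chosen only after the result was seen is that of the medulla for the CD-PC share; the tests of free RNA and called doublets for *Slc12a1* and of proximal tubule nuclei for the CD-PC share use alternatives set before the data were examined, but their use as tests of these explanations was set after their values were seen.

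In deep medullary epithelium of the pelvis *Tfap2a* had 10 and 11 UMIs in the control mice and 0 and 0 UMIs in the knockout mice, where 9.27 would be expected at the control level. In connecting tubule it had 52 and 47 UMIs against 53 and 33 UMIs, a log2 fold change of -0.75, with an unadjusted p under 0.05 by edgeR's quasi-likelihood test.

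*Slc12a1* and *Egf* are abundant in thick ascending limb. With the free RNA of empty droplets subtracted, *Slc12a1* in the Aqp3-high subcluster had an adjusted p of 0.000512 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (from 1.02e-34 to 0.704 over its alternatives), which argues against free RNA. The called doublets of this subcluster were 3 and 4 nuclei of the control mice and 0 and 0 of the knockout mice. Without them *Slc12a1* went from 258 and 197 UMIs to 145 and 32 UMIs in the control mice. Its log2 fold change was then -2.75, with an adjusted p of 0.567 by the same test. Part of the difference thus lay in called doublets of the control mice, and the cause of the rest cannot be told. The thick ascending limb markers that were not called had a median log2 fold change of -1.51, so nuclei in the control libraries that also carry RNA of thick ascending limb cells are a candidate explanation. For *Calb1* and *Slc8a1*, only 1 connecting tubule marker that had not been looked at could be tested, *Klk1*, at 0.15 (-1.58 with the free RNA subtracted). Another marker, *S100g*, whose value had been seen before, rose with them, at 1.92 (3.91 with the free RNA subtracted). With markers that move apart and few of them, more connecting tubule nuclei or their RNA cannot be told apart from a change within CD-PCs.

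The lower CD-PC share in the knockout mice was -0.55 on the log2 scale among nuclei outside the proximal tubule, so more proximal tubule nuclei in the knockout libraries stay open as part of the cause. The log2 ratio of the IMCD share was lower than that of the CCD share by a difference of -0.24, with thin limb and deep medullary epithelium lower as well, and less medulla in the dissected tissue of the knockout libraries cannot be told apart from a change in the animals with 2 mice against 2.

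The genes of Supplemental Table 13 had a median log2 fold change of -0.18 in thick ascending limb, below 0 but nearer to it than in the Aqp3-high subcluster. Selection of the genes on the same libraries cannot be told apart from an effect of genotype by this value.

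Of the 3 splits of the 4 libraries into 2 against 2, 2 gave at least the 8 genes with an adjusted p under 0.05 that the genotypes gave in the Aqp3-high subcluster. The split by replicate number gave 25 there and 340 in IMCD, and the other split gave 1 in each; 3 splits cannot give a share under 0.05. The paper's text gives no batch for the replicate numbers.

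Of 3343 genes tested in all 12 broad classes, 32 were lower and 42 higher in every class of the knockout mice, and 0 had an unadjusted p under 0.05 in all of them.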
